# Connectivity mapping of angiotensin-PPAR interactions involved in the amelioration of non-alcoholic steatohepatitis by Telmisartan

**DOI:** 10.1038/s41598-019-40322-1

**Published:** 2019-03-08

**Authors:** Jung Gyu Park, Jong Soo Mok, Young In Han, Tae Sub Park, Keon Wook Kang, Cheol Soo Choi, Hee Dong Park, Joonghoon Park

## Abstract

Nonalcoholic fatty liver disease (NAFLD) is a global health problem that is associated with various metabolic disorders. Telmisartan is a potential treatment for NAFLD due to its ability to improve insulin sensitivity and decrease hepatic fat accumulation via modulation of PPARγ, and to suppress hepatic fibrosis by blocking angiotensin II receptors. However, the underlying mechanisms of action of telmisartan have yet to be fully elucidated. In the present study, diabetic nonalcoholic steatohepatitis (NASH) mice (STAM mice) received daily administrations of telmisartan for 6 weeks to assess the improvements in NASH. Hepatic transcriptome analyses revealed that the amelioration of NASH likely occurred through the regulation of inflammatory- and fibrosis-related gene responses. An integrated network analysis including transcriptional and non-transcriptional genes regulated by telmisartan showed that the NAFLD pathway is interconnected with the dysregulated RAS-PPAR-NFκB pathways. The downstream targets of PPARα, PPARδ, and RELA in this network significantly overlapped with telmisartan-induced differentially expressed genes (DEGs), which were verified in palmitate-treated Hepa1c1c7 cell line. This transcriptome approach accompanied with cell-based molecular analyses provided the opportunity to understand the fundamental molecular mechanisms underpinning the therapeutic effects of telmisartan, and will contribute to the establishment of a novel pharmacological treatment for NASH patients.

## Introduction

NAFLD is a global health problem with a prevalence of approximately 30% in Western countries^1^, and a rapidly increasing prevalence (with a trend towards a younger onset) in Asian countries^2^. NAFLD is highly associated with metabolic disorders such as obesity, insulin resistance, type 2 diabetes mellitus, dyslipidemia, and hypertension^3^. Additionally, NAFLD covers a broad spectrum of pathological abnormalities ranging from simple steatosis and NASH to advanced fibrosis and cirrhosis^4^. Furthermore, NASH is recognized as a significant risk factor for hepatocellular carcinoma (HCC)^5,6^.

A decade ago, it was proposed that NASH developed due to hepatic steatosis followed by the production of gut-derived endotoxins^7^. More recently, it was proposed that numerous factors act in concert to induce NASH, including genetic predisposition, abnormal lipid metabolism, oxidative stress, lipotoxicity, mitochondrial dysfunction, altered production of cytokines and adipokines, gut dysbiosis, and endoplasmic reticulum stress^3^. However, the pathogenesis of NASH has yet to be fully elucidated. Transcriptional profiling studies with cohorts stratified based on histological liver parameters have demonstrated that several genes involved in the Wnt pathway, metabolism, cellular proliferation and extracellular matrix (ECM) organization are dysregulated during the progression of NAFLD^8,9^. Additionally, an elegant study by Lefebvre *et al*.^4^, which investigated NASH disease activity using whole genome profiling, revealed that gastric bypass, which is a surgical procedure that effectively improves NASH, significantly normalizes ECM homeostasis-associated genes. Thus, transcriptomic investigations have elucidated the genetic contributors to NAFLD progression, and also provided an opportunity to establish novel pharmacological and/or medical treatment options.

Pharmacological agents, such as PPARγ activators, lipid-lowering agents, cytoprotective agents, and antioxidants have been used to treat NASH patients^10^. However, no optimal therapeutic strategy has yet been established; thus, there is a need for novel NASH treatment modalities. Previous studies have suggested that the renin-angiotensin system (RAS) may play a critical role in the progression of NAFLD, because activation of this system potentiates the accumulation of triglycerides, decreases hepatic fatty acid oxidation, alters very low-density lipoprotein secretion, and increases *de novo* lipogenesis in the liver^11^. Additionally, the RAS-mediated activation of hepatic stellate cells results in the acquisition of a myofibroblast-like phenotype^12^. Taken together, these findings indicate that suppression of the RAS may be a potentially effective treatment for NAFLD. Telmisartan is an angiotensin II receptor (AGTR1) antagonist used for the management of hypertension, which is the principle effector of RAS. Recently, it was demonstrated that telmisartan is a bifunctional molecule that activates PPARγ and blocks angiotensin II receptors^13^. This unique feature allows telmisartan to improve insulin sensitivity and decrease hepatic fat accumulation via the modulation of PPARγ, as well as suppress hepatic fibrosis by blocking angiotensin II receptors^14,15^. Clinical trials have shown that telmisartan improves fibrosis and the NAFLD activity score (NAS) in patients with NASH or NAFLD, and thus has beneficial effects on fatty liver patients^16,17^. However, the molecular mechanisms of telmisartan, and the interaction between the RAS and PPAR, have yet to be fully investigated.

In the present study, telmisartan efficiently prevented the development of NASH in STAM mice. Additionally, hepatic transcriptomic analyses revealed that the amelioration of NASH likely occurred via regulation of inflammatory- and fibrosis-related responses, and an integrated analysis of transcriptional and non-transcriptional genes regulated by telmisartan identified cross-talk between angiotensin-PPAR-NFκB pathways that could contribute to the effects of telmisartan on NASH. This alternative approach to assessing the transcriptome accompanied with the cell-based molecular analyses provided the opportunity to elucidate the underlying molecular mechanisms of the therapeutic effects of telmisartan and will contribute to the establishment of novel pharmacological treatments for NASH patients.

## Results

### Telmisartan-induced amelioration of NASH in STAM mice

The pharmacological effects of telmisartan were evaluated in STAM mice from the steatosis stage (6 weeks of age) to the fibrosis stage (12 weeks of age). After 6 weeks of treatment, the bodyweights of the vehicle and telmisartan-treated mice did not differ significantly (19.4 ± 3.2 and 19.5 ± 2.3 g, respectively; *p* = 0.4963). In blood chemistry analyses, hypertension-related parameters including plasma triglyceride (TG) and low-density lipoprotein (LDL) were significantly reduced (*p* < 0.05), and high-density lipoprotein (HDL) was significantly increased (*p* = 0.0007) by telmisartan (Table 1). The liver/bodyweight ratios of the vehicle and telmisartan-treated mice were 8.07 ± 0.92 and 6.49 ± 0.83 g/100 g bodyweight, respectively, which indicates that telmisartan significantly reduced relative liver weight compared to the vehicle (*p* = 0.027; Fig. 1a). Consistent with the liver/bodyweight ratio, the liver TG levels of the vehicle and telmisartan-treated mice were 67.6 ± 25.8 and 28.1 ± 6.2 mg/g liver, respectively, which shows that liver TG levels were significantly reduced by telmisartan compared to vehicle (*p* = 0.0003; Fig. 1b). The relative mRNA levels of fibrosis-related *Tgfb* in the vehicle and telmisartan groups were 1.00 ± 0.23 and 0.72 ± 0.19, respectively, which indicates that telmisartan significantly decreased *Tgfb* expression (*p* = 0.015; Fig. 1c). Histological examinations revealed that the telmisartan-treated mice exhibited reduction of liver steatosis, lobular inflammation as well as hepatocyte ballooning compared to vehicle control. The NAS values in the vehicle and telmisartan groups were 4.71 ± 0.76 and 3.00 ± 0.82, respectively, which indicates that telmisartan significantly reduced the NAS relative to the vehicle (*p* = 0.0008; Fig. 1d, Supplementary Table 1). Furthermore, the percentages of Sirius red-positive areas in the vehicle and telmisartan groups were 1.07 ± 0.22 and 0.73 ± 0.26, respectively, which shows that telmisartan significantly reduced the degree of liver fibrosis compared to vehicle (*p* = 0.01; Fig. 1e–g). Oil red O-positive areas in the vehicle and telmisartan groups were 18.77 ± 6.81% and 6.76 ± 4.17%, respectively, which indicates that the presence of vesicular fat in telmisartan-treated liver tissues was significantly reduced (*p* = 0.0009; Fig. 1h–j). Taken together, these findings indicate that 6 weeks of daily treatment with telmisartan efficiently prevented fibrosis and lipid accumulation in the liver and ameliorated NASH in STAM mice.

**Table 1:** Analyses of blood chemistry in telmisartan-treated STAM mice.

	Control	Telmisartan	*p*-value
ALT (U/L)	43.1 ± 21.5	26.7 ± 4.1	0.011
Liver TG (mg/dL)	107.2 ± 37.6	63.8 ± 21.1	0.0036
TBIL (mg/dL)	0.135 ± 0.071	0.122 ± 0.089	0.3719
Plasma TG (mg/dL)	930.2 ± 274.9	578.1 ± 398.3	0.0185
TCHO (mg/dL)	167.2 ± 15.5	178.0 ± 20.2	0.1027
HDL (mg/dL)	65.3 ± 13.4	86.1 ± 9.7	0.0007
LDL (mg/dL)	15.2 ± 11.0	8.1 ± 3.6	0.04
BUN (mg/dL)	33.4 ± 9.7	68.1 ± 16.5	<0.0001
CREA (mg/dL)	0.285 ± 0.065	0.417 ± 0.197	0.0385
GLU (mg/dL)	691.9 ± 83.7	881.0 ± 119.3	0.0004

ALT: alanine aminotransferase, TG: triglyceride, TBIL: total bilirubin, TCHO: total cholesterol, HDL: high-density lipoprotein, LDL: low-density lipoprotein, BUN: blood urea nitrogen, CREA: creatinine, GLU: glucose, N = 9~10 animals per group.

**Figure 1:**
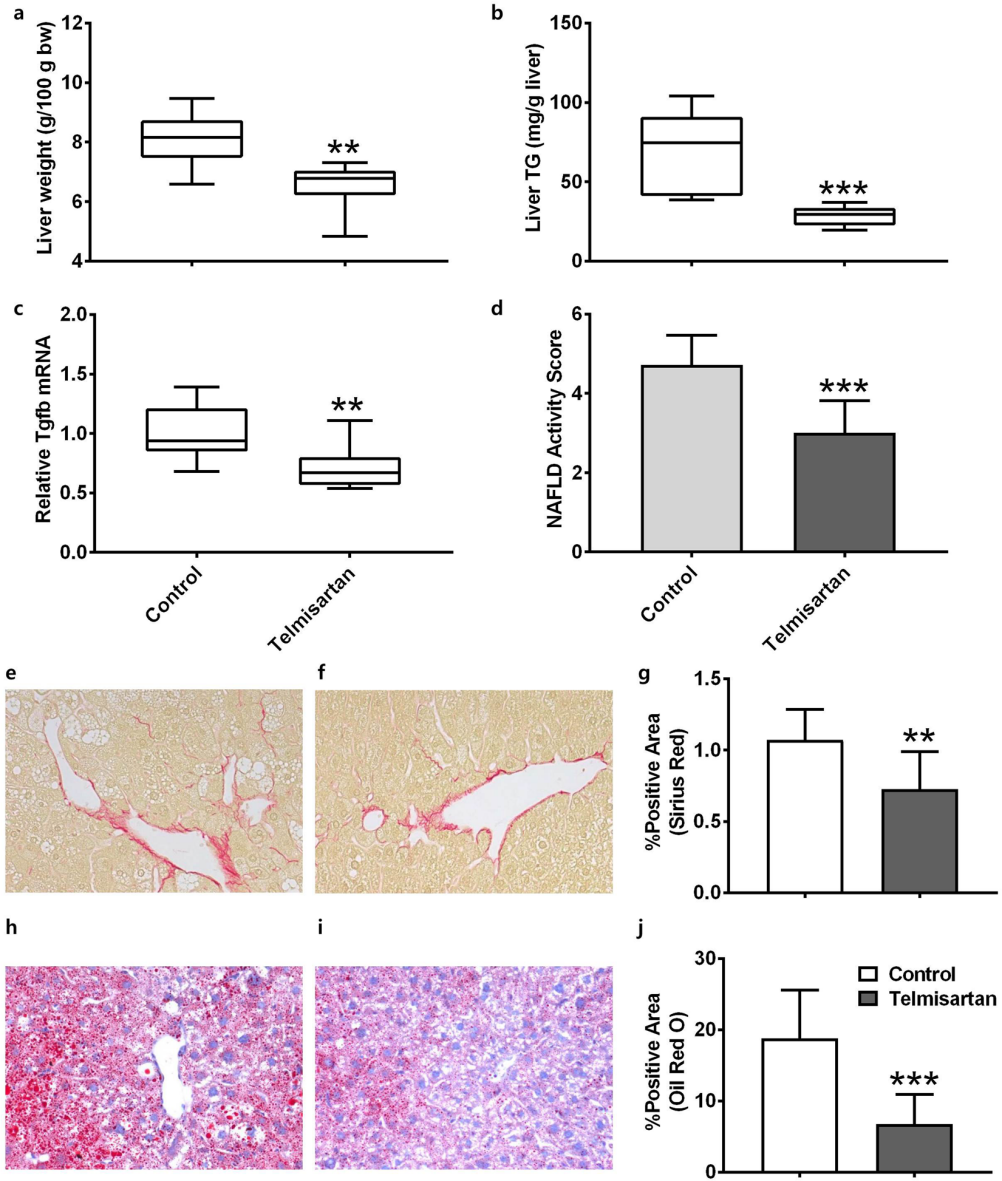
Telmisartan-induced improvements of NASH in STAM mice. Relative liver weights of the mice (**a**). Triglyceride levels in the liver tissues (**b**). mRNA expression levels of *Tgfb* gene (**c**). NAFLD activity score (**d**). Lipid accumulation in vehicle- (**e**) and telmisartan- (**f**) treated livers and quantification of positive areas (%) of Sirius red in liver tissues (**g**). Degrees of fibrosis in vehicle- (**h**) and telmisartan- (**i**) treated livers and quantification of positive areas (%) of oil red O in liver tissues (**j**). Images were captured under 200 × magnification. Horizon bars in the box plots indicate mean values and whiskers indicate minimum and maximum values. Bar graph values are presented as means ± standard deviation (SD). n = 7 per group; **p < 0.01, ***p < 0.001 vs. control.

### Transcriptional genes-regulated by telmisartan

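Liver RNA of 3 vehicle-treated and 3 telmisartan-treated STAM mice, out of 7 per group, was measured on Affymetrix GeneChip Mouse Gene 2.0 ST arrays, with 1 array per mouse. STAM mice are male C57BL/6J mice that received 200 μg of streptozotocin, which destroys the insulin-producing beta cells, 2 days after birth and a diet with 60 kcal% of fat from 4 weeks of age. Telmisartan, an angiotensin II receptor blocker, was given at 5 mg/kg per day from 6 to 12 weeks of age in 0.5% carboxymethyl cellulose, which alone was the vehicle. The authors normalized the 6 arrays together by robust multi-array average (RMA) and deposited intensities on a linear scale, which were turned to log2 values without a pseudocount. The median log2 intensity over all probe sets was 2.85, 2.92 and 2.90 on the vehicle arrays and 2.91, 2.87 and 2.93 on the telmisartan arrays. Supplementary Table 2 was held only in part, with 11801 of its rows. Of the 11775 rows that matched a deposited probe set, 11689 had the same values on all 6 arrays within a relative tolerance of 0.0001.
The probe table paired 23094 probe sets with 1 gene symbol, which were tested, and 1764 with several symbols, and it did not list 7015. Each of the 22087 genes was represented by its brightest probe set. The groups were compared with limma on the log2 values, and a probe set is called higher or lower in the telmisartan group at an unadjusted p under 0.05 and a fold of at least 1.2, the thresholds of the study. The methods' t-test was run on the same values. In simulated data with the spread of these arrays, limma recovered at these thresholds 42%, 90%, 96% and 100% of the probe sets changed by a fold of 1.2, 1.5, 2 and 3, and called 1001 of 22894 unchanged probe sets. The number of arrays limits the precision of every value.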

Transcriptomic analyses of the liver tissues from randomly selected mice (three per group) were performed to identify the differentially expressed transcripts due to telmisartan. After normalization, a total of 31,873 probes with signals common to all samples were subjected to hierarchical clustering; the liver transcriptomes of the vehicle and telmisartan-treated groups exhibited distinct clusters (Fig. 2a, Supplementary Table 2). 

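The 6 liver transcriptomes were close to one another, with a Pearson correlation across probe sets of 0.984 to 0.991 for each pair of arrays. Vehicle 2 and vehicle 3 were the most alike, and vehicle 1 was the least like the others, with a mean correlation of 0.985. Clustering on 1 minus the Pearson correlation with average linkage joined vehicle 2 with vehicle 3 and telmisartan 1 with telmisartan 3. These pairs then joined each other, telmisartan 2 was added next and vehicle 1 last. At 2 groups, vehicle 1 stood alone, so that 2 vehicle arrays lay on the side of the telmisartan arrays. With complete linkage, the 3 telmisartan arrays formed a branch of their own, vehicle 2 and vehicle 3 formed another, and vehicle 1 again stood apart.
The mean correlation was 0.988 within the groups and 0.987 between them. The difference of 0.00089 was the largest of the 10 ways to split the arrays into 3 and 3 (exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). Probe sets are not independent replicates.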

Overall, 69 DEGs exhibited a significant change of at least 1.2-fold up- or down-regulation due to telmisartan compared to vehicle (*p* < 0.05). Of these DEGs, 21 were up-regulated and 48 were down-regulated by telmisartan (Fig. 2b, Supplementary Table 3). 

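Zbtb16, a zinc finger transcription factor, had the smallest p of all genes. It was higher in the telmisartan group by 1.61 on the log2 scale (standard error 0.15, limma adjusted p = 0.0725), at 7.02 ± 0.20 (SD, n = 3 mice) against 5.41 ± 0.21 (SD, n = 3) with vehicle. Of the 23094 probe sets tested, 1512 differed at the thresholds of the study with limma, and every telmisartan array lay on one side of every vehicle array for 1183 of these. Over all probe sets the groups were apart in this way for 2843, or 12.3%, where chance gives 10%. No probe set had a limma adjusted p under 0.05, while 1617 had an unadjusted p under 0.05. The methods' t-test gave 735 probe sets at the thresholds of the study, 1312 at an unadjusted p under 0.05 and 0 after Benjamini-Hochberg adjustment (lowest adjusted p = 0.487).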

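At the thresholds of the study, 709 probe sets of 703 genes were higher and 803 probe sets of 789 genes were lower in the telmisartan-treated livers. The largest rise was that of Hamp, which encodes the iron hormone hepcidin, by 2.87 on the log2 scale (standard error 0.58, unadjusted limma p of 0.00101). Bcl6, a transcriptional repressor, was higher by 1.63 (standard error 0.23, unadjusted limma p of 9.21e-05). Further large rises were those of Lpin1, a phosphatidate phosphatase, by 0.88, of Acmsd, an enzyme of tryptophan breakdown, by 0.76, of Neb, a muscle protein, by 0.73, and of Ces1g, a carboxylesterase, by 0.62. Taf1d was higher on 3 of its 11 probe sets, by 0.90, 0.81 and 0.54, while the others, among them its brightest at 0.28, were not past the thresholds.
The largest fall was that of Hspa1b, an inducible heat shock protein of the HSP70 family, with a log2 fold change of -2.35 (standard error 0.45, unadjusted limma p of 0.000659). Acot2, a mitochondrial acyl-CoA thioesterase, had a log2 fold change of -1.49, and Marco, a scavenger receptor of macrophages, one of -1.35. Slc25a30, a mitochondrial carrier, gave -0.88, Tfrc, the transferrin receptor, -0.87, Dhrs9, a dehydrogenase, -0.85, and Trp53i11 -0.83. Tmem47 gave -0.84, while its other, dim probe set gave 0.13. Jun, Onecut1, P4ha1 and Plk3 were also among the 12 largest falls of genes with the groups apart and a group mean of at least 5 in log2 intensity, all of which were called by limma when any 1 array was left out, while the methods' t-test gave an unadjusted p under 0.05 for 7 of them.
Of the 12 largest rises of such genes, 8 were called by limma when any 1 array was left out, and the methods' t-test gave an unadjusted p under 0.05 for 5. The calls of Cyp3a25 (0.85, a cytochrome P450) and Inca1 (0.61) were lost without telmisartan 1 (p of 0.0746 and 0.0694), that of Gpcpd1 (0.81) without telmisartan 1 or 3 (p up to 0.107) and that of Sult1d1 (0.65, a sulfotransferase) without vehicle 1 or telmisartan 3 (p up to 0.0661).

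**Figure D1:**
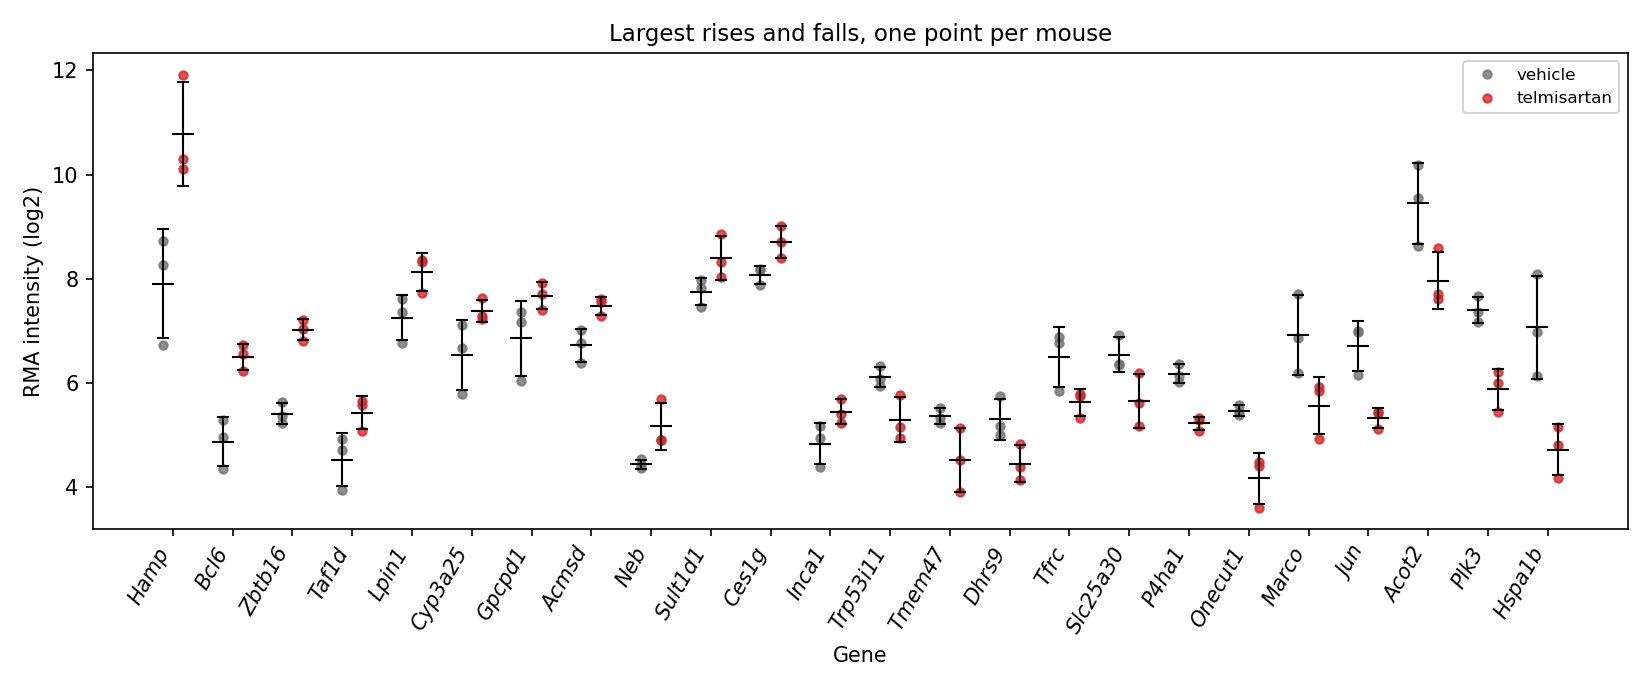
Log2 RMA intensity of the 12 largest rises and the 12 largest falls in the telmisartan group among genes selected as follows. They had to pass the thresholds of the study with a group mean of at least 5 and no provisional symbol. The 3 telmisartan arrays also had to lie all above or all below the 3 vehicle arrays, so this separation follows from the selection. Each point is 1 mouse, horizontal bars are means and whiskers are SDs.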

To validate the microarray result, the expression levels of the down-regulated genes by telmisartan were verified by quantitative RT-PCR (qRT-PCR), those included ankyrin repeat and SOCS box containing 13 (*Asb13*), intercellular adhesion molecule 1 (*Icam1*), *Jun*, monoacylglycerol O-acyltransferase 1 (*Mogat1*), polo like kinase 3 (*Plk3*), and Serglycin (*Srgn*). qRT-PCR confirmed the consistent reduction of the mRNA levels of these genes by telmisartan compared to vehicle control in the liver tissues (Fig. 2c). 

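On the arrays, all 6 of these genes were lower in the telmisartan group, by the most for Plk3 and Jun. Plk3, a polo-like kinase induced by stress and growth signals (probe set 17428766), was at 5.88 ± 0.40 (SD, n = 3 mice) with telmisartan against 7.40 ± 0.25 (SD, n = 3) with vehicle on the log2 scale, a log2 fold change of -1.52 (standard error 0.21, unadjusted limma p of 6.66e-05). Jun, a subunit of the AP-1 transcription factor (17427312), was at 5.32 ± 0.19 against 6.71 ± 0.48, a change of -1.39 (standard error 0.22). Asb13, a SOCS box protein (17284894), was at 5.92 ± 0.15 against 6.63 ± 0.16, a change of -0.71 (standard error 0.13). Srgn, a proteoglycan of secretory granules (17241409), was at 5.04 ± 0.28 against 5.73 ± 0.25, and Icam1, an adhesion molecule that binds leukocytes (17515074), at 4.22 ± 0.17 against 4.90 ± 0.06. Their log2 fold changes were -0.68 and -0.67. Mogat1, an enzyme of triglyceride synthesis (17214672), was at 3.24 ± 0.11 against 3.85 ± 0.21, a change of -0.61 (standard error 0.13).
The highest unadjusted limma p of these genes was 0.00447, and none had a limma adjusted p under 0.05 over all probe sets, while all 6 had one when adjusted over the list alone. The study chose these genes on the same samples, so this count is not independent evidence. Each of the 6 calls was made when any 1 array was left out and with the methods' t-test. For each gene every telmisartan array lay below every vehicle array (exact permutation test, p = 0.1, the smallest possible).

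**Figure D2:**
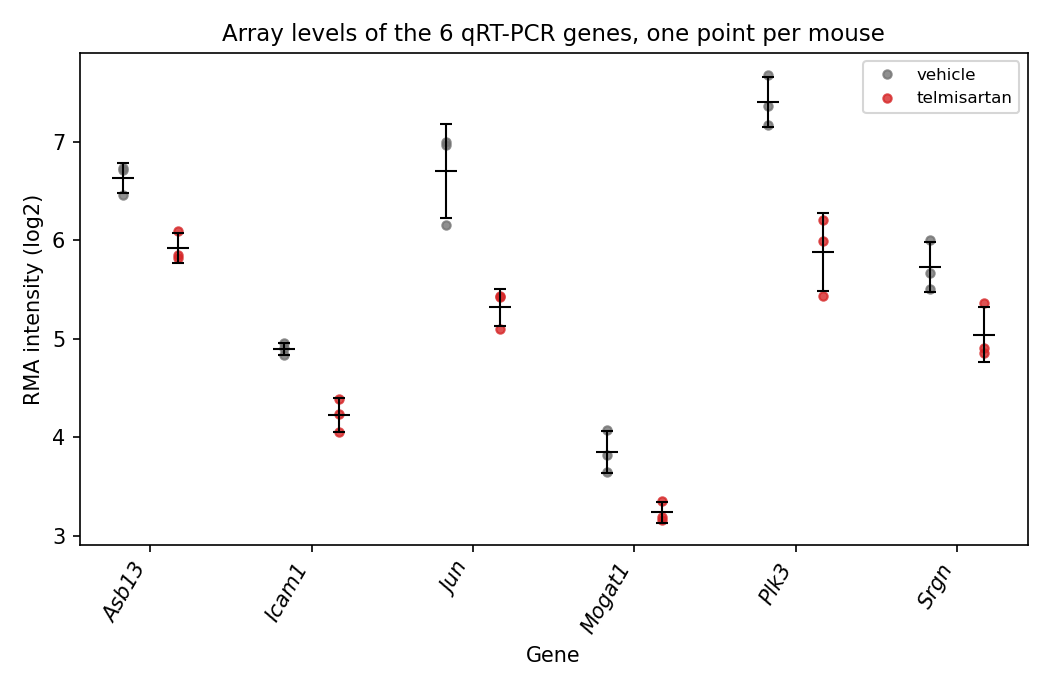
Log2 RMA intensity on the arrays of the 6 genes chosen for qRT-PCR. Each point is 1 mouse, horizontal bars are means and whiskers are SDs; the 3 telmisartan mice lie below the 3 vehicle mice for each gene.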

The up- and down-regulated genes were separately applied to functional enrichment using Gene Set Enrichment Analysis [GSEA; false discovery rate (FDR) *q* < 0.05] to clarify whether the molecular functions were activated or inhibited by telmisartan. There were no functions enriched with up-regulated genes. 

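Fitted with 1 probe set per gene, 682 genes were higher. Among 46 genes of cytochrome P450 and xenobiotic metabolism, 5 were higher and 4 were lower (1 lower and 0 higher when adjusted over the list alone; 3 higher and 2 lower with the methods' t-test), and the lower genes were 2 without vehicle 2, vehicle 3 or telmisartan 2. The higher genes included Cyp2c54, with a log2 fold change of 0.54 (standard error 0.13), and Cyp2c50, with 0.51 (standard error 0.15), both cytochromes P450 of the liver. The camera test of this list against all other genes gave an adjusted p = 0.659.
None of 38 gene lists overlapped with the higher genes at an adjusted p under 0.05 (one-sided Fisher's exact test against 22087 genes, lowest adjusted p = 0.254), and 4 did at an unadjusted p under 0.05. With the 325 genes that the methods' t-test called higher, 0 lists passed after adjustment and 1 before it.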

In the contrary, several inflammatory- and fibrosis-related functions were down-regulated by telmisartan, included TNFα signaling via NFκB (*q* = 4.99E-06), allograft rejection (*q* = 1.65E-03), the IFNγ response (*q* = 3.93E-02), and epithelial-mesenchymal transition (EMT; *q* = 3.94E-02; Fig. 2d, Supplementary Table 4). 

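Genes that respond to TNF and NF-kB were lower in part. Of 138 measured genes of this list, 14 were lower and 4 were higher in the telmisartan group (6 lower and 1 higher when adjusted over the list alone; 8 lower and 4 higher with the methods' t-test), with 7 higher without vehicle 3 and 2 higher without telmisartan 3. Sik1, a salt-inducible kinase, had a log2 fold change of -0.67 (standard error 0.11), as large as that of Icam1 and smaller than that of Jun, and Bcl6 was among the higher genes. The lower genes overlapped with this list (one-sided Fisher's exact test, adjusted p = 0.00167 over 38 lists; adjusted p = 0.0165 with the methods' t-test), but the list as a whole did not pass the camera test, with a median log2 fold change of -0.03 and an adjusted p = 0.0833 (0.0385 without vehicle 1). Without 1 array the median ranged from -0.0625 (without telmisartan 3) to -0.00789 (without telmisartan 1). The study named 7 of the list's genes from these samples, so the overlap is not independent evidence. Without these genes the camera adjusted p was 0.394.
Of 59 genes of the extracellular matrix and fibrosis, 9 were lower and 2 were higher (1 lower and 0 higher when adjusted over the list alone; 4 lower and 2 higher with the methods' t-test), and without vehicle 3 the lower genes were 4. The overlap of the lower genes with this list passed with limma (Fisher's exact test, adjusted p = 0.00125) and did not pass with the methods' t-test (adjusted p = 0.0812). P4ha1, a subunit of the prolyl hydroxylase that modifies collagen, had a log2 fold change of -0.94 (standard error 0.13, unadjusted limma p of 6.45e-05). Bgn, the matrix proteoglycan biglycan, gave -0.63 and Thbs2, the matrix protein thrombospondin 2, -0.52, while Col5a3, a collagen chain, was higher by 0.34. The median of the list was -0.12 (camera adjusted p = 0.000166; adjusted p = 0.350 with an estimated correlation).
Of 40 genes of hypoxia and glycolysis, 7 were lower and 0 higher (5 lower when adjusted over the list alone; 6 lower with the methods' t-test), with a median of -0.08 (camera adjusted p = 0.00171; adjusted p = 0.350 with an estimated correlation). The study named 5 of these genes, among them P4ha1 and Jun, and without them the camera adjusted p was 0.170.
Of 34 genes of MHC class I and the interferon-gamma response, 3 were lower and 0 higher (1 lower when adjusted over the list alone; 2 lower with the methods' t-test), and without vehicle 3 there were 3 higher. The list passed neither the overlap with the lower genes (adjusted p = 0.203) nor the camera test (median -0.02, adjusted p = 0.659). Without vehicle 3 its median was 0.02 and camera pointed up (adjusted p = 0.675). The study named 2 of its genes. The 3 lower genes were Icam1, Lcp2 and Cxcl10. Lcp2, a signaling adaptor of leukocytes, had a log2 fold change of -0.53 (standard error 0.15). Cxcl10, a chemokine induced by interferon, was at -0.28, and its call was lost without any 1 array other than vehicle 2 (p up to 0.137). Of 16 genes of MHC class II antigen presentation, 1 was lower and 0 were higher (0 when adjusted over the list alone and with the methods' t-test), with 3 lower without vehicle 1. This was Lgmn, a lysosomal protease, at -0.42, whose call was lost without vehicle 2 or 3 or telmisartan 2 or 3 (p up to 0.0830). H2-Ab1 at -0.24 and H2-Aa at -0.21, both chains of MHC class II, did not pass. Cd74, the invariant chain, has no probe set with 1 symbol and is not among these 16 genes. Its probe set named through Supplementary Table 2 was lower, at -0.51, also with the methods' t-test (p of 0.00639). The median of this list was -0.12 (camera adjusted p = 0.0195; adjusted p = 0.350 with an estimated correlation), and its call was lost without vehicle 3 (0.0645), telmisartan 1 (0.0701) or telmisartan 3 (0.130), with medians of -0.10, -0.11 and -0.11. On the same arrays, markers of liver endothelial, Kupffer and stellate cells had medians of -0.38, -0.19 and -0.19, and hepatocyte markers one of -0.01. Markers of cholangiocytes, lymphocytes and neutrophils had medians of -0.02, -0.05 and -0.06. Without vehicle 3 the Kupffer cell list did not pass camera (adjusted p = 0.171, median -0.0649). The intervals over the arrays for the mean changes of endothelial, Kupffer and stellate cell markers all held 0.

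**Figure D3:**
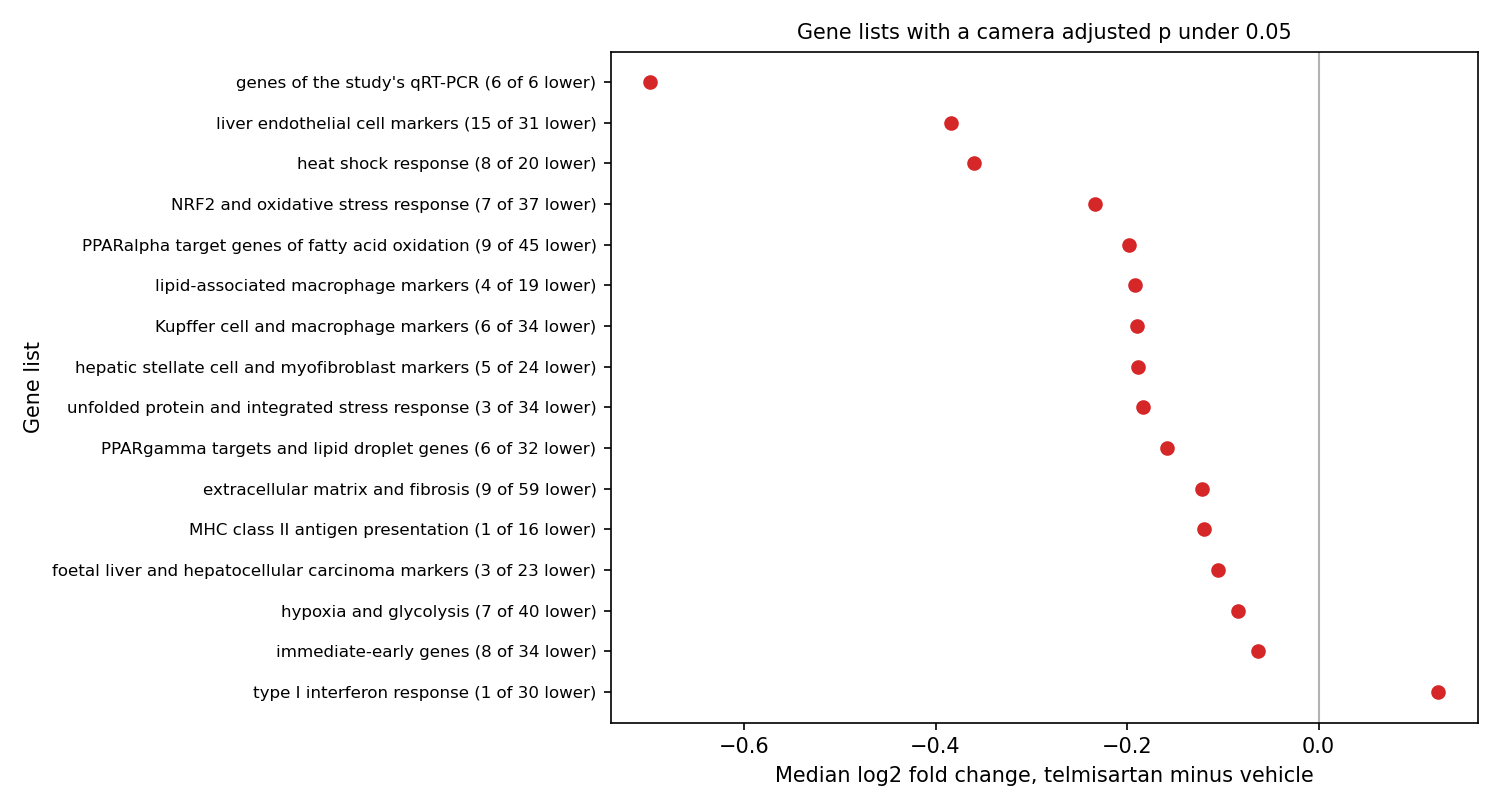
Median log2 fold change, telmisartan minus vehicle, of the 16 gene lists with a camera adjusted p under 0.05 at the preset correlation, with the number of lower genes of each list. Each point is 1 list. Of the medians, 15 lie below 0 and that of the type I interferon response lies above, and 0 lists passed with an estimated correlation. The lists include the qRT-PCR genes, which the study chose on the same samples.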

A total of 15 down-regulated genes were enriched in these functions (Fig. 2e), and these genes were considered to be the differentially expressed as well as functionally enriched genes that were transcriptionally regulated by telmisartan. 

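All 15 genes of Fig. 2e were lower in the telmisartan group, with log2 fold changes from -1.39 for Jun to -0.49 for Mest, an imprinted gene of mesoderm. Nr4a1, an immediate-early nuclear receptor, had a log2 fold change of -1.05 (standard error 0.24, unadjusted limma p of 0.0023). Alas1, the first enzyme of heme synthesis, gave -0.75 (standard error 0.15), and Irs2, an adaptor of the insulin receptor, -0.64 (standard error 0.13, at 5.74 ± 0.21 against 6.38 ± 0.03 in log2 intensity, SD, n = 3 mice each). B4galt5, a galactosyltransferase, and Dab2, an endocytic adaptor, both gave -0.62, and Wsb1, a subunit of a ubiquitin ligase, -0.61.
Each of the 15 calls was made when any 1 array was left out and with the methods' t-test, and the groups were apart for each gene. The study chose these genes on the same samples, so these counts are not independent evidence. None of the 15 genes had a limma adjusted p under 0.05. From the overlap of the down-regulated genes with gene sets of inflammation and fibrosis (Fig. 2d), the paper states that these functions were down-regulated by telmisartan. It takes the 15 overlapping genes as those that telmisartan regulates at the level of transcription. Beside the overlap, the paper reports qRT-PCR of down-regulated genes in liver tissue, and less lobular inflammation, Sirius red area and Tgfb mRNA with telmisartan.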

Subsequently, these genes were used as transcriptional genes regulated by telmisartan to construct the regulatory network.

**Figure 2:**
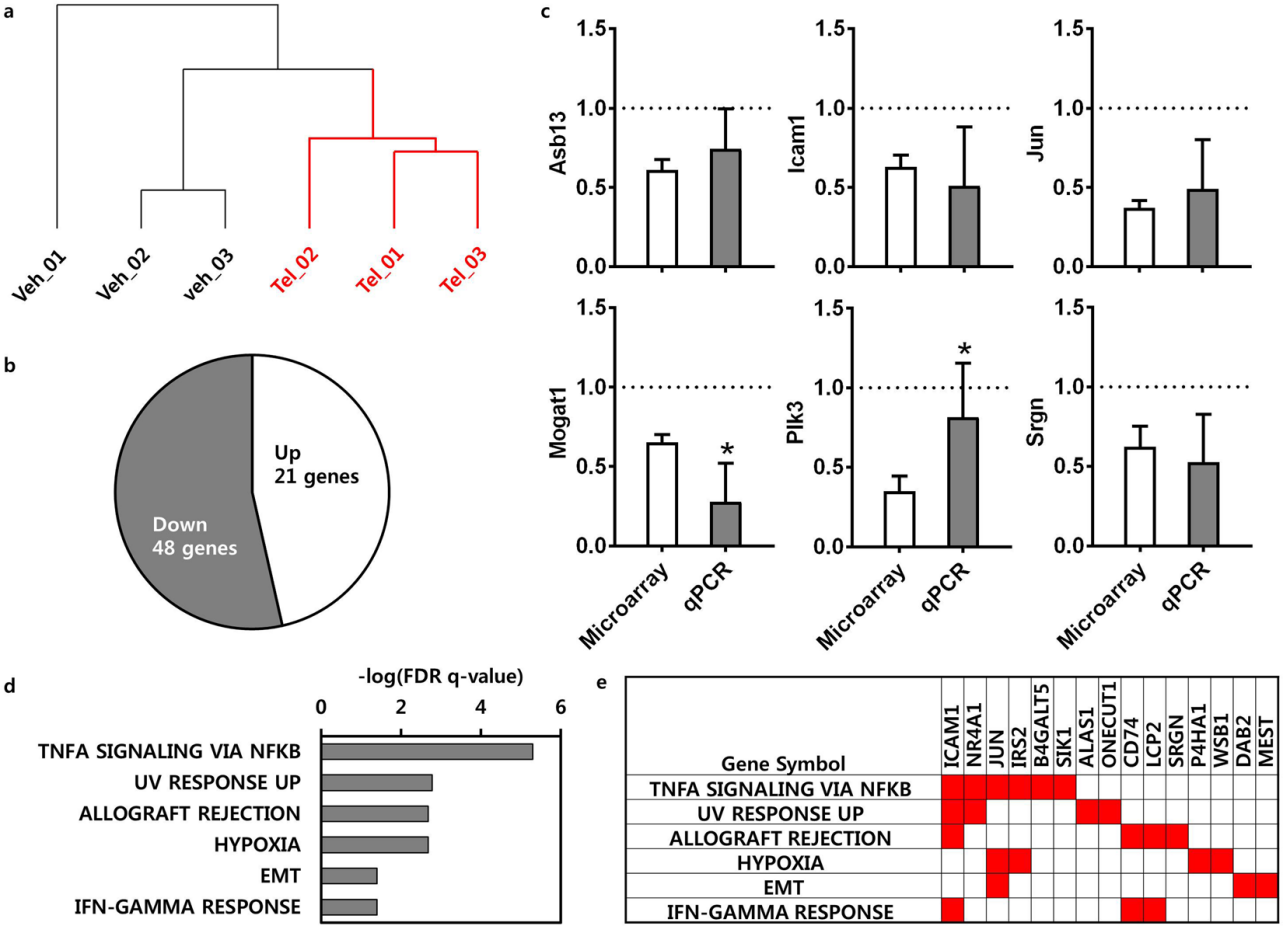
Transcriptional genes-regulated by telmisartan. Unsupervised hierarchical clustering of probes in selected liver tissues (n = 3); veh is vehicle control (black) and Tel is telmisartan treatment (red) (**a**). DEGs induced by telmisartan in the liver tissues; up-regulated genes were counted in the white area, and down-regulated genes in the gray area, in the pie graph (**b**). qRT-PCR validation of microarray results. Bar graph values are presented as means ± SD. Grid line indicates *Gapdh*-normalized mRNA level of control. n = 6 per group; *p < 0.05 vs. microarray (**c**). Biological states or processes down-regulated by telmisartan in the liver tissues; data are presented as –log_10_ (FDR *q*-value) (**d**). Enriched gene set in biological states or processes down-regulated by telmisartan (**e**).

### Non-transcriptional genes regulated by telmisartan

The identification of transcriptional-regulated genes due to the perturbation of non-transcription factors is challenging and could have a serious negative impact on the construction of a precise pathway and/or network for understanding the molecular mechanisms of drugs. To identify non-transcriptional-regulated genes associated with telmisartan, 40 telmisartan-induced DEGs were queried in the Connectivity Map (CMap). CMap analyses were conducted using the Touchstone signature dataset, which was generated by pharmacological perturbation for identification of drugs and their target genes, as well as by paired genetic perturbation through knockdown or over-expression. As shown in Table 2, CMap analyses revealed that the telmisartan-induced DEGs were connected with irbesartan (angiotensin receptor antagonist, connectivity score: 99.98), benazepril (angiotensin converting enzyme inhibitor, connectivity score: 99.96), clofibrate (PPAR receptor agonist, connectivity score: 99.96), parthenolide (NFκB pathway inhibitor and adiponectin receptor agonist, connectivity score: 99.88), etomoxir (carnitine palmitoyltransferase inhibitor, connectivity score: 99.87), and carbacyclin (PPARδ receptor activator, connectivity score: 99.85) (Fig. 3a, Supplementary Table 5). The associated protein targets of the drugs retrieved from CMap were as follows: AGTR1 and JUN for irbesartan, ACE for benazepril, PPARα and LPL for clofibrate, IκBKB and RELA for parthenolide, CPT1A and CPT1B for etomoxir, and PPARδ for carbacyclin. Next, the paired genetic perturbagens that were transcriptionally similar to the telmisartan-induced DEGs in CMap were investigated (Fig. 3b, Supplementary Table 6); the strongly paired genes included *FOXP3* (connectivity score by knockdown/over-expression: 98.92/−97.31), *CCL2* (connectivity score: 91.16/−98.32), *ADRB2* (connectivity score: 99.73/−97.86), and *BCL10* (connectivity score: 97.23/−96.73). This approach identified 11 target genes of pharmacological perturbagens and 10 genetic perturbagens; these genes were regarded as non-transcriptional-regulated genes by telmisartan. Subsequently, these genes were used to construct the regulatory network of telmisartan in combination with the transcriptional-regulated genes.

**Table 2:** Pharmacologic and genetic perturbagens connected with telmisartan-induced DEGs.

Cell line	Perturbagen	Description	Target(s)	Connectivity score
A375	irbesartan	angiotensin receptor antagonist, liver bile acid transporter inhibitor	AGTR1, JUN, SLC10A1	99.98
PC3	benazepril	angiotensin converting enzyme inhibitor	ACE	99.96
HT29	clofibrate	PPAR receptor agonist	PPARA, LPL	99.96
A549	parthenolide	NFkB pathway inhibitor, adiponectin receptor agonist	ADIPOR2, IKBKB, RELA	99.88
VCAP	etomoxir	carnitine palmitoyltransferase inhibitor, carnitine O-palmitoyltransferase inhibitor, fatty acid oxidation inhibitor	CPT1A, CPT1B	99.87
HEPG2	carbacyclin	IP receptor activator, PPARbeta receptor activator	PPARD, PTGDR, PTGER1, PTGER2, PTGER3, PTGER4, PTGFR, PTGIR, TBXA2R	99.85
PC3	KD	Forkhead boxes, forkhead box P3	FOXP3	98.92
	OE			−97.31
VCAP	KD	Chemokine ligands, chemokine (C-C motif) ligand 2	CCL2	91.16
	OE			−98.32
A375	KD	B-cell CLL/lymphoma 10	BCL10	97.23
	OE			−96.73
HT29	KD	GPCR/Class A: Adrenoceptors: beta, adrenergic, beta-2-, receptor, surface	ADRB2	99.73
	OE			−97.86

KD: knock-down, OE: over-expression.

**Figure 3:**
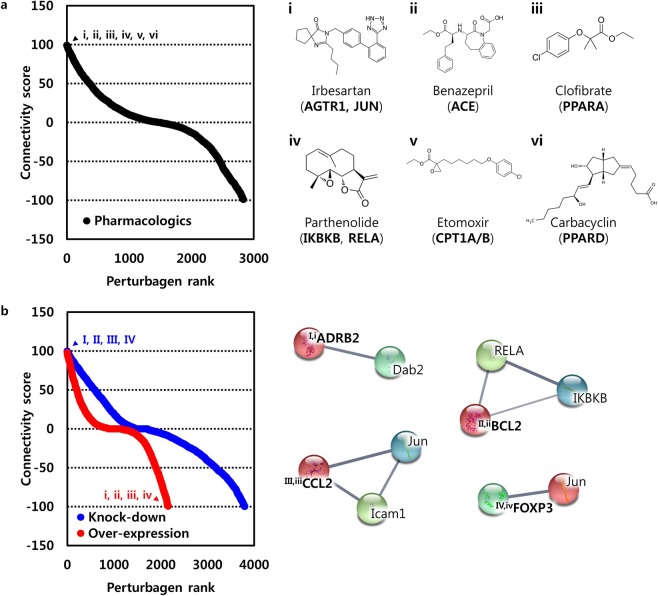
Non-transcriptional genes-regulated by telmisartan. (Left) Connectivity score and rank of pharmacologic; black dotted line indicates pharmacologic perturbagens. (Right) Chemical structures of top ranked pharmacologic perturbagens were depicted and their corresponding target genes were described in parentheses (**a**). (Left) Connectivity score and rank of genetic perturbagens; blue dotted line indicates genetic perturbagens by knock-down, and red dotted line indicates genetic perturbagens by overexpression. (Right) Strongly paired top ranked genes were depicted. Upper-case characters indicate non-transcriptional genes regulated by telmisartan; lower-case characters indicate transcriptional genes regulated by telmisartan; bold characters indicate strongly paired genes. Interaction between gene products were depicted by edges (**b**).

### Telmisartan-induced regulatory network for improvement of NASH

The transcriptional and non-transcriptional genes regulated by telmisartan were assessed using STRING and a protein-protein interaction (PPI) network was constructed. A PPI network was generated with 19 protein nodes encoded by telmisartan-regulated genes (Fig. 4a). Of the nodes in the network, six were functionally enriched in the NAFLD pathway (*q* = 2.81E-07), which was located at the center of this network and interconnected with the PPAR signaling pathway (*q* = 2.81E-07), TNFα signaling pathway (*q* = 6.18E-08), and angiotensin signaling pathway. To understand whether this network influenced the expression of telmisartan-induced DEGs, the associations of the transcription factors in the network with the DEGs were investigated using ChIP-X enrichment analysis (ChEA). 

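Ppara and Ppard, receptors for fatty acids, and Rela, a subunit of NF-kB, were not past the thresholds of the study on the arrays. Ppara had a log2 fold change of -0.03 (standard error 0.12), at 7.33 ± 0.11 (SD, n = 3 mice) with telmisartan and 7.35 ± 0.14 (SD, n = 3) with vehicle, and its sign turned without vehicle 3 (0.04) or telmisartan 1 (0.03). Ppard gave 0.19 (standard error 0.11). Rela gave -0.25 (standard error 0.10, unadjusted limma p of 0.0344), a change of less than 1.2-fold. These values are RNA levels in the liver. The paper took these factors from the Connectivity Map as regulated other than by transcription, and it measured their proteins in Hepa1c1c7 cells. The RNA levels do not test the protein levels.
Among the lower genes were Mfge8, a bridge between apoptotic cells and phagocytes, with a log2 fold change of -0.76 (standard error 0.18), Plekhb1, a membrane protein, with -0.63 (standard error 0.14), and Nrp2, a co-receptor for VEGF, with -0.62 (standard error 0.15). Slc29a3, a lysosomal nucleoside transporter, gave -0.59 (standard error 0.10), while its other, dim probe set gave -0.02. Hyal3, a hyaluronidase, gave -0.57 and Amn, a partner of cubilin in endocytosis, -0.43. The levels of Hyal3 and Amn were low, at 3.20 and 3.70 in log2 intensity with vehicle. These 6 calls were made when any 1 array was left out, and none had a limma adjusted p under 0.05. The study chose these 6 genes on the same samples, so the calls are not independent evidence.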

Interestingly, PPARα, PPARδ, and RELA were significantly associated with 6, 14, and 7 telmisartan-induced DEGs, respectively (Fig. 4b, Supplementary Table 7), which implies that these genes were down-regulated by PPARα, PPARδ, and RELA binding, respectively. Therefore, these three transcription factors appeared to play the essential role as network regulators, exerting an influence on the telmisartan-induced STRING network. To verify whether the telmisartan modulates PPARα, PPARδ and RELA to influence NAFLD network, the protein levels of these transcription factors and the mRNA levels of their downstream target genes were evaluated in Hepa1c1c7 cells. As shown in Fig. 5a, telmisartan alone did not change the protein levels of PPARα, PPARδ and RELA in Hepa1c1c7 cells. In the contrary, palmitate slightly decreased PPARα and PPARδ; furthermore, telmisartan in palmitate-treated Hepa1c1c7 cells significantly increased the levels of PPARα and PPARδ (*p* < 0.05), and decreased RELA (*p* < 0.01; Supplementary Fig. 1). Coincidently, the mRNA levels of the downstream target genes of these transcription factors were inversely correlated with the protein levels of the transcription factors (Fig. 5b). The mRNA levels of *Asb13*, *Icam1* and *Jun* genes, which were predicted to be down-regulated by PPARα and/or PPARδ in ChEA, were significantly increased by palmitate (*p* < 0.05); however, as PPARα and PPARδ increased by co-treatment of telmisartan, the mRNA levels of these genes were significantly decreased (*p* < 0.05). In contrast, palmitate-induced increase of *Srgn* mRNA was significantly reduced (*p* < 0.01) as the RELA decreased by telmisartan. Taken together, the findings of the constructed regulatory network in conjunction with the transcriptional and non-transcriptional genes identified as being regulated by telmisartan indicate that the AGTR1-mediated angiotensin pathway interacted with the PPAR-NFκB signaling pathway, and that the NAFLD pathway was down-regulated through PPARα, PPARδ, and RELA as transcriptional regulators to ameliorate NASH in STAM mice.

**Figure 4:**
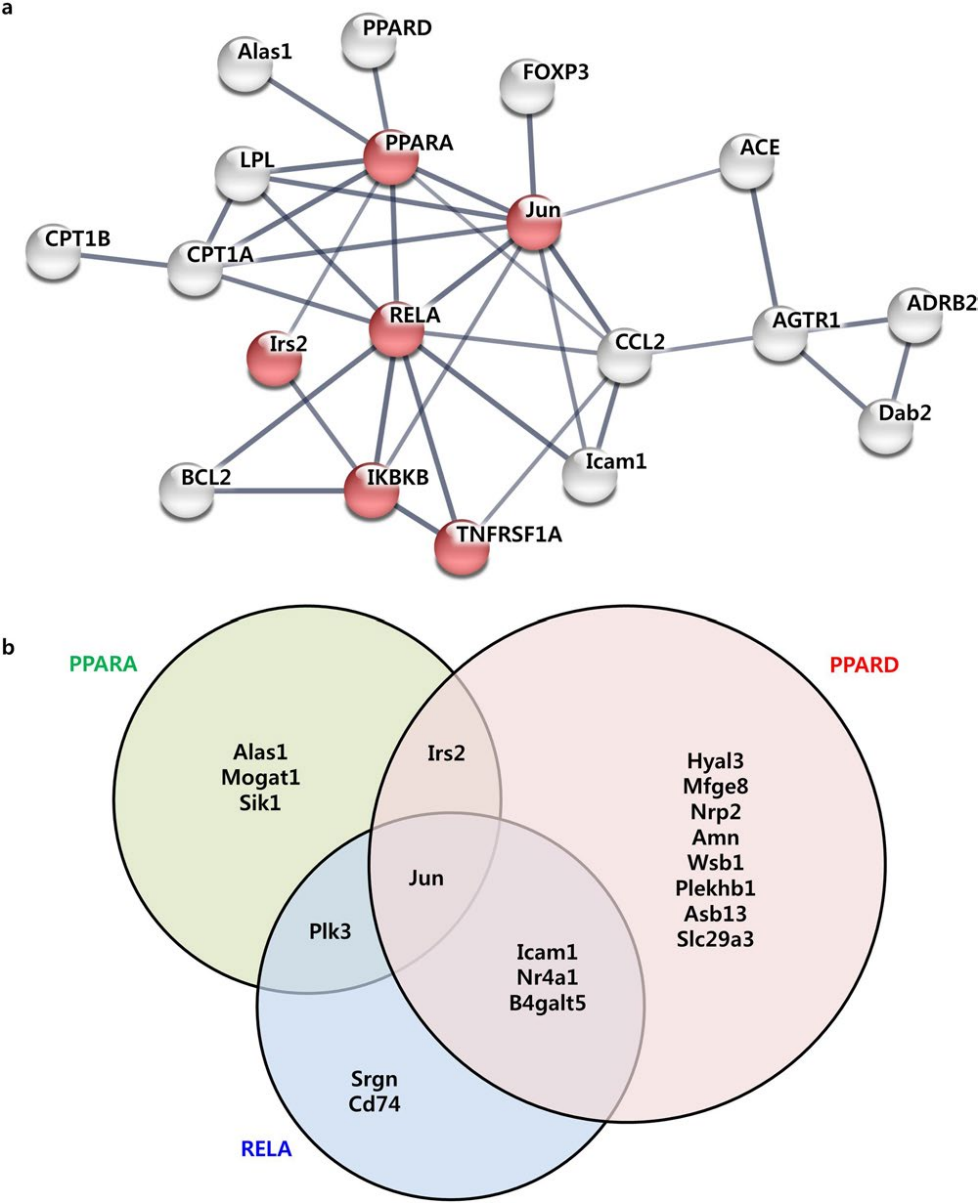
Angiotensin-PPAR-NFκB signaling pathway-associated regulatory network induced by telmisartan. STRING PPI network constructed with transcriptional and non-transcriptional genes regulated by telmisartan. Red nodes indicated genes enriched in the NAFLD pathway. Upper-case characters in the nodes indicate non-transcriptional regulated genes from CMap analyses, lower-case characters indicate transcriptional genes regulated by telmisartan (**a**). Downstream targets of transcription factors in the network. Venn diagram shows direct targets of PPARA in green circle, PPARD in red, or RELA in blue from telmisartan-induced DEGs (**b**).

**Figure 5:**
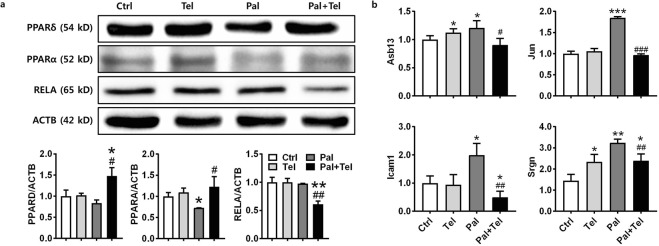
Regulation of PPARα, PPARδ, and RELA pathway by telmisartan in lipotoxicity-induced Hepa1c1c7 cells. Western blotting of differentially expressed PPARα, PPARδ, and RELA by telmisartan in Hepa1c1c7 cells with or without palmitate. Expression values were normalized with ACTB. (**a**). Differential expression of target genes of PPARα, PPARδ, or RELA by telmisartan in Hepa1c1c7 cells with or without palmitate. Expression values were normalized with *Gapdh* (**b**). Bar graph values are presented as means ± SD, n = 3; *p < 0.05, **p < 0.01, ***p < 0.001 vs. control; ^#^*p* < 0.05, ^##^*p* < 0.01, ^###^*p* < 0.001 vs. palmitate. Ctrl: vehicle control, Tel: telmisartan at 10 µM, Pal: palmitate at 0.2 mM.

## Discussion

Activation of the PPARγ signaling pathway improves insulin resistance, dyslipidemia, adipokine secretion, inflammation, cell proliferation and hepatic steatosis^18,19^. Blockade of the RAS pathway improves oxidative stress, inflammation, and cell proliferation, and also leads to improvements in hepatic fibrosis^20^. Thus, modulation of the PPARγ and RAS pathways would likely confer significant advantages for NASH patients. Based on previous research and the present findings, the bifunctional pharmacological activities of telmisartan, as an angiotensin II receptor antagonist and PPARγ partial agonist, significantly ameliorate NAFLD activity, alter hepatic fat accumulation, and improve hepatic fibrosis. Other PPARγ agonists, such as pioglitazone, also attenuate hepatic steatosis, inflammation, and fibrosis to a degree similar to that of telmisartan, but also affect systemic characteristics such as lipid metabolism and body weight such that rats treated with pioglitazone exhibit increases in body weight and subcutaneous fat. In contrast, telmisartan is associated with mild loss of body weight accompanied by marked decreases in subcutaneous inguinal and epididymal visceral fat^18^. These features differentiate telmisartan and pioglitazone in terms of therapeutic efficacy for NASH patients. Telmisartan also exerts dissociable effects on hepatic steatosis and energy expenditure to those of ordinary angiotensin II receptor antagonists, such as valsartan^13^. These differences may be due to differences in chemical structure. Conventional angiotensin II receptor antagonists in clinical use today are biphenyl tetrazole derivatives, whereas telmisartan is a non-tetrazole derivative that resembles pioglitazone^21^. This unique structural feature appears to grant telmisartan the ability to regulate both carbohydrate and lipid metabolism, which led to improvements in fatty liver and reductions in triglyceride levels, without weight gain, in the present study.

Gene expression profiling analysis at different stages of various diseases represents a sensitive method for elucidating the molecular processes that underlie pathological states. The reversal of NASH and fibrosis by telmisartan seen in the present study suggests that at least some of the transcriptomic alterations were reversible, which allowed for the identification of putative target genes that may potentially be effective against pathological processes. The unsupervised hierarchical clustering of the present hepatic transcriptome data revealed a clear dissociation between the vehicle and telmisartan treatments. 

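The share of probe sets past 1.2-fold between the group means, in either direction, was 13.4% of 23094. It was 0.961% past 1.5-fold and 0.117% past 2-fold, and no test enters these shares. The median log2 fold change of all probe sets was -0.00018. The reference genes Gapdh, of glycolysis, and Rplp0, of the ribosome, had log2 fold changes of -0.11 (standard error 0.12) and 0.15 (standard error 0.11), and neither was past the thresholds of the study.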

Telmisartan induced subtle changes in global gene expression levels, and this may have been due to the adaptive nature of the pathological response to gene expression^4^. However, it is noteworthy that telmisartan appeared to reduce the activities of essential genes that are associated with the inflammatory response and hepatic fibrosis. Of these genes, *Icam1* is important in the inflammatory process of livers with NASH, and thus may be a useful marker for the diagnosis of NASH^22,23^. Increased expression of *Irs2* is associated with steatohepatitis in obese individuals^24^ and seems to be a critical regulator of the synthesis and oxidation of fatty acids in the livers of rats with NASH^25^. Additionally, *Onecut1* and *Cd74* were down-regulated in telmisartan-treated liver tissues but, in contrast to the present findings, these genes were inhibited during hepatic steatosis induction^26,27^. Thus, whether the activities of *Onecut1* and *Cd74* are regulated differentially depending on the NASH induction conditions needs to be clarified.

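Onecut1, a transcription factor of hepatocytes, was at 4.16 ± 0.49 (SD, n = 3 mice) in log2 intensity with telmisartan and at 5.46 ± 0.10 (SD, n = 3) with vehicle. Its log2 fold change was -1.30 (standard error 0.22, unadjusted limma p of 0.000299, limma adjusted p = 0.558). Cd74, the invariant chain of MHC class II, was at 6.76 ± 0.16 against 7.27 ± 0.03, a log2 fold change of -0.51 (standard error 0.12, unadjusted limma p of 0.00237, limma adjusted p = 0.736). The probe set of Cd74 was named through Supplementary Table 2 and fitted with all 31873 probe sets. Both calls were made when any 1 array was left out. The study chose both genes on the same samples, so these calls are not independent evidence.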

It is well known that gene activity is regulated by transcription, RNA processing, post-translational modification, and/or PPIs. In the present study, several telmisartan-regulated genes were identified at the transcription level and their cellular and molecular functions were shown to attenuate NASH progression. However, it was challenging to understand the therapeutic mechanisms underlying the effects of telmisartan on NASH, and the interaction between angiotensin II receptors and the PPAR signaling pathway, using only transcriptional-regulated genes. The target genes of transcription factors can be efficiently revealed by knockout expression profiling because transcriptional-regulated genes would be directly regulated by perturbations in transcription factors^28^. However, it would be extremely difficult to investigate the activity of non-transcriptional-regulated genes by gene expression profiling^29^. Thus, CMap provides a significant opportunity to elucidate disease-drug and/or drug-drug connections at the transcription level due to massive pharmacological or genetic perturbations that, in turn, may aid in the identification of the modes of action of certain candidate drugs, and repurpose existing drugs for alternative indications^30,31^. Furthermore, pharmacological or genetic perturbation expression profiles in CMap could provide insight into the transcriptional responses of genes that are regulated in a non-transcriptional manner.

To investigate this hypothesis, the transcriptional genes that were dysregulated by telmisartan were queried in CMap. Surprisingly, CMap revealed that well-known telmisartan associated signaling molecules such as AGTR1, ACE, PPARα, and PPARδ exhibited a pharmacological connection, while other interacting molecules had a genetic connection to telmisartan-induced DEGs; these had never been previously identified by conventional gene expression analyses. Thus, in combination with the transcriptional genes regulated by telmisartan, the telmisartan network that ameliorated NASH in the livers of STAM mice, and which harbored the NAFLD pathway that was interconnected with the RAS and the PPAR-NFκB signaling pathways, was successfully generated. Furthermore, retrospective ChEAs of transcription factors in this network implied that PPARα, PPARδ, and RELA likely play important role in differentially control of target gene activity during the reversal of NASH by telmisartan. AGTR1 has been known to activate the NFκB machinery through MAPK/ERK pathway^32,33^. RelA, p65 subunit of NFκB, also has been known to down-regulate the PPARα^34^ and PPARδ^35^ activity by inhibitory binding. It implies that RelA would be a master regulator of the core transcriptional circuit by telmisartan and mediate RAS-PPAR pathway. 

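Pparg, the nuclear receptor of adipocyte differentiation and the target of pioglitazone, was at 4.96 ± 0.23 (SD, n = 3 mice) in log2 intensity with telmisartan and at 5.32 ± 0.08 (SD, n = 3) with vehicle. Its log2 fold change was -0.36 (standard error 0.13, unadjusted limma p of 0.0261, limma adjusted p = 0.697), which is past the thresholds of the study. This call was lost without vehicle 2, vehicle 3, telmisartan 1 or telmisartan 2 (p up to 0.0920) and with the methods' t-test (p of 0.0610). Of 32 PPARγ target and lipid droplet genes, 6 were lower and 1 was higher (0 when adjusted over the list alone; 2 lower with the methods' t-test), with a median of -0.16 (camera adjusted p = 0.000697; adjusted p = 0.373 with an estimated correlation). The study named 3 of them, which are not independent evidence. The call of the list was lost without vehicle 3 (0.129), where the median was -0.0708, and the lower genes were 2 without vehicle 2, vehicle 3 or telmisartan 2. Plin2, a coat protein of lipid droplets, had a log2 fold change of -0.53 (standard error 0.14).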

Interestingly, PPARγ was not identified among the transcriptional and non-transcriptional genes regulated by telmisartan. PPAR isoforms display tissue-specific expressions. For example, PPARγ is dominant in adipose tissue, whereas PPARδ is found in various tissues and has been identified in high levels in skeletal muscle^36^. The potential agonism of PPARγ by telmisartan was suggested by PPRE-dependent transcription in cells that were similar to pioglitazone-treated cells^14,18^. However, telmisartan also induces anti-fibrotic and anti-obesity effects through PPARδ-dependent pathways^37,38^ and enacts anti-hepatic fibrosis and anti-dyslipidemic effects through PPARα-dependent pathways^4,39^. Therefore, telmisartan appears to inhibit NASH progression by PPARγ activation as well as by partial activation of PPARα and PPARδ through AGTR1 antagonism, resulting in down-regulation of genes related with inflammation and fibrosis in STAM mice.

There are some potential pitfalls to consider. First, STAM mice used in this study represent diabetic, male NASH in human, and it does not explain non-diabetic NASH or female NASH patients. Long-term HFD without streptozotocin (STZ) treatment could be an alternative model for non-diabetic NASH with variable onset and characteristics to improve the clinical relevance of the study. Moreover, STAM mice are known as hypertension insensitive and maybe inappropriate to evaluate the anti-hypertensive effects by telmisartan^40^; however, telmisartan effectively controlled the strong hypertension predictors including plasma TG, LDL and HDL at dose level used in this study. Second, there was no comparison between wild type and STAM mice to evaluate the effect of telmisartan. However, the *in vitro* experiment with Hepa1c1c7 cells demonstrated that telmisartan-induced amelioration of NASH would be steatosis/steatochepatitis-specific and there would be low possibility to observe the transcriptional effect of telmisartan in wild type animals. Third, CMap has limited coverage of perturbagens. Although the coverage has been dramatically increased in the next generation CMap with L1000 platform^30^, it is still retrospective and novel targets which do not have matched perturbagens would be difficult to be connected with biological states. This limitation needs to be improved by expanding the coverage of genetic perturbagens with appropriate test system.

In conclusion, telmisartan efficiently prevented the development of NASH in STAM mice. Additionally, hepatic transcriptomic analyses revealed that the amelioration of NASH possibly occurred via the regulation of inflammatory- and fibrosis-related responses. Integrated analyses of transcriptional and non-transcriptional genes regulated by telmisartan identified cross-talk between the angiotensin-PPAR-NFκB signaling pathways, which could have contributed to the pharmacological effects of telmisartan on NASH. This alternative transcriptomic approach accompanied with the cell-based molecular analyses provided the opportunity to understand the fundamental molecular mechanisms underlying the therapeutic effects of telmisartan, and will contribute to the establishment of novel pharmacological treatments for patients with NASH.

## Methods

### Animal experiment

NASH was induced in C57BL/6 J male mice, as described previously^41^. Briefly, at 2 days after birth, the mice received a single subcutaneous injection of 200 μg STZ (Sigma, St. Louis, MO, USA). Then, after 4 weeks of age, they received 60 kcal% fat HFD32 chow (CLEA Japan Inc., Tokyo, Japan) *ad libitum* and were assigned to receive either vehicle or telmisartan. Telmisartan (Sigma) was dissolved in 0.5% (v/v) carboxymethyl cellulose (Sigma) and orally administered (5 mg/kg/day) to the mice from 6 to 12 weeks of age (n = 7 per group). At termination, liver tissues were obtained from the mice and stored until further analysis. This study was approved by the Institutional Animal Care and Use Committees of Seoul National University (SNU-170912-22) and was conducted in accordance with the approved guidelines.

### Biochemical analysis

Blood chemistry was analyzed using automated chemistry analyzer (Hitachi, Tokyo, Japan), those included ALT, TBIL, plasma TG, TCHO, HDL, LDL, BUM, CREA, and GLU according to Park *et al*.^42^. Total lipid in the liver tissues was extracted using a 2:1 chloroform:methanol solution (v/v) and the TG contents were measured with a Triglyceride E-test kit (Wako, Osaka, Japan) according to the manufacturer’s instructions.

### qRT-PCR

To measure the expression levels of *Tgfb* and ribosomal protein lateral stalk subunit P0 (*36B4*) genes, total RNA was extracted from the liver tissues using RNAiso (Takara, Tokyo, Japan) and cDNA was prepared with Moloney murine leukemia virus reverse transcriptase (Invitrogen, Carlsbad, CA, USA). cDNA was amplified with the ABI 7700 sequence‐detector system (Applied Biosystems, Foster City, CA, USA) using a set of primers and probes that corresponded to *Tgfb* and *36B4* (endogenous control)^41^. To measure the expression levels of *Asb13*, *Icam1*, *Jun*, *Mfge*, *Mogat1*, *Plk3*, and *Srgn* genes, total RNA from the liver tissues (six per group) or cells was extracted using a RNeasy Mini kit (Qiagen) according to the manufacturer’s instructions. cDNA was prepared using SuperScript III Reverse Transcriptase (Invitrogen) and qRT-PCR was performed on a StepOnePlus Real-Time PCR System (Applied Biosystems) with Power SYBR Green PCR Master Mix (Applied Biosystems). Gene expression levels were analyzed by ΔΔC_T_ method using *Gapdh* as an internal control. Primers referred from PrimerBank (https://pga.mgh.harvard.edu/primerbank/index.html)^43^ were summarized in Supplementary Table 8.

### Histological analyses

Water-soluble glycol and resin-embedded liver sections were cut at a thickness of 5 μm, air-dried, fixed in acetone, and then stained with a hematoxylin and eosin solution (Wako). The NAS was evaluated semi-quantitatively, as described previously^44^, the degree of liver fibrosis was assessed with Sirius-red staining, and the presence of vesicular fat in the liver tissues was confirmed using oil red O.

### Microarray analyses

Total RNA was extracted from the frozen liver tissues with a RNeasy mini kit (Qiagen). Following quantitative and qualitative evaluations performed with BioAnalyzer (Agilent, Santa Clara, CA, USA), RNA samples with an RNA integrity number (RIN) ≥ 6.7 and A260/A280 values ≥ 1.88 were subjected to cDNA synthesis, performed with the GeneChip WT cDNA synthesis and amplification kit (Applied Biosystems). Next, the cDNA was fragmented and biotin-labeled using GeneChip WT terminal labeling kit (Applied Biosystems), and approximately 5.5 μg of labeled cDNA was hybridized to the Affymetrix GeneChip Mouse Gene 2.0 ST Array (Affymetrix, Santa Clara, CA, USA) at 45 °C for 16 h. The hybridized arrays were scanned on a GCS3000 Scanner (Affymetrix) and all data analyses were performed with the GeneChip Command Console Software (Affymetrix). All data were normalized using the robust multi-array average (RMA) approach and hierarchical clustering of the expressed probes was performed using GenePattern (https://genepattern.broadinstitute.org). The distance between clusters was computed with Pearson correlations and global gene expression profiling was conducted in triplicate for the vehicle control and telmisartan treatment groups.

### Telmisartan gene signature

Telmisartan-induced DEGs in the liver tissues were identified using a fold change cutoff of 1.2; these genes were compared to the vehicle control group using independent *t*-tests with a *p*-value of 0.05 taken to indicate statistical significance. Next, the telmisartan-induced DEGs were used as seeds to generate a telmisartan gene signature. First, the DEGs were analyzed using GSEA software (http://software.broadinstitute.org/gsea)^45^ to determine the molecular mechanisms of action of telmisartan. Next, the telmisartan-induced DEGs were computationally overlapped with the Molecular Signature Database (MSigDb) using a FDR *q*-value cutoff of 0.05; DEGs enriched in a certain molecular signature were regarded as transcriptional-regulated genes by telmisartan. Next, the transcriptional connections between telmisartan-induced DEGs and chemical and genetic perturbagens were assessed with CMap (https://clue.io)^30^, which is a catalog of transcriptional responses following pharmacological or genetic (knock-down by shRNA or over-expression by transgenesis) perturbations of cell lines; the pharmacological (and their target genes) or genetic perturbagens associated with telmisartan-induced DEGs were considered non-transcriptional-regulated genes by telmisartan. These transcriptional- and non-transcriptional-regulated gene sets were used as the telmisartan gene signature.

### Regulatory networks

A system-wide understanding of the cellular functions induced by telmisartan was obtained using the STRING protein-protein association network database (https://string-db.org)^46^. A telmisartan gene signature generated by GSEA and CMap analyses was used to construct both the experimental and predicted interactions of the signature molecules using a confidence level of 0.7. To verify the experimental relevance of the network, transcription factors in the constructed network were associated with telmisartan-induced DEGs using the ChEA gene set library^47^, which is a comprehensive resource for targets of transcription factors in various cell types, mammalian organisms, and microarray platforms, as determined by ChIP-seq.

### Cell experiment

Hepa1c1c7 murine hepatoma cells (Korean Cell Line Bank, Korea) were maintained in αMEM medium without nucleosides (ThermoFisher Scientific, Waltham, MA, USA) with 10% FBS (ThermoFisher Scientific) at 37 °C, 5% CO_2_. After reaching 70% confluency, Hepa1c1c7 cells were treated with 0.2 mM palmitate (Sigma) for 9 h to induce lipotoxicity. The concentration of palmitate was determined by cell viability assay which did not cause significant cell death. Telmisartan at 10 µM was treated for 24 h after palmitate treatment according to Li *et al*.^36^.

### Western blotting

Total protein collected from cells was subject to dodecyl sulfate-poly acrylamide electrophoresis, and then transferred to nitrocellulose membranes. Membranes were incubated with anti-PPARδ, PPARα (1:500) and anti-RELA (1:250) antibodies (ThermoFisher Scientific). Expression levels of proteins were analyzed by ImageJ (https://imagej.nih.gov/ij/) using ACTB as an internal control.

### Statistical analyses

All animal data were analyzed with Student *t*-tests or Mann-Whitney U tests depending on the homogeneity of variance of the data. All statistical analyses were performed using Prism software (ver. 7.03; GraphPad Software, Inc., San Diego, CA, USA) with *p*-values < 0.05 considered to indicate statistical significance. All measurements are reported as means ± standard deviation (SD).

## Supplementary information

Supplementary Information

## Data Availability

The dataset generated during the current study are available in the Gene Expression Omnibus repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE120937.

# Supplementary material for: Connectivity mapping of angiotensin-PPAR interactions involved in the amelioration of non-alcoholic steatohepatitis by Telmisartan
**Source:** Sci Rep. 2019 Mar 8;9:4003. doi: 10.1038/s41598-019-40322-1
**Supplement:** Supplementary file 1 — Supplementary Information

Connectivity mapping of angiotensin-PPAR interactions involved in the amelioration of non-alcoholic steatohepatitis by Telmisartan

Jung Gyu Park¹, Jong Soo Mok², Young In Han³, Tae Sub Park^{2,3}, Keon Wook Kang⁴, Cheol Soo Choi^{5,6}, Hee Dong Park¹, Joonghoon Park^{2,3*}

¹LG Chem R&D Campus, Korea

⁵Korea mouse metabolic phenotyping center, Lee Gil Ya cancer and diabetes institute, Gachon University School of Medicine, Republic of Korea.

Supplementary Information

Supplementary Tables

Supplementary Table 1. NAFLD activity score

Supplementary Table 2. Normalized probeset

Supplementary Table 3. Differentially expressed genes by telmisartan in STAM mice liver

Supplementary Table 4. Gene set enrichment analysis of telmisartan-induced DEGs

Supplementary Table 5. Chemical perturbagens connected with telmisartan-induced DEGs

Supplementary Table 6. Strongly paired genetic perturbagens connected with telmisartan-treated DEGs

Supplementary Table 7. ChIP-X enrichment analysis of transcription factors to telmisartan-induced DEGs

Supplementary Table 8. Primer information for qRT-PCR

Supplementary Information

Supplementary Figure

Supplementary Figure 1. Uncropped Western blots with original markings

Full scanned 9% SDS-PAGE gels for Western blots of PPAR δ (a), PPAR α (b), RELA (c) and ACTB (d). Some gel images were cropped to merge with size marker while removing samples unrelated to study which were ran on the same gel. Black dashed boxes indicate cropped region shown in respective figure. Ctrl: vehicle control, Tel: telmisartan at 10 μ M, Pal: palmitate at 0.2 mM.

Supplementary Table 1. NAFLD activity score

Group	No. of animals	Score									NAS<br>(mean ± SD)				
		Steatosis				Lobular inflammation				Hepatocyte ballooning					
		0	1	2	3	0	1	2	3	0	1	2			
Control	7	-	7	-	-	-	-	5	2	-	4	3	4.7	±	0.76
Telmisartan	7	1	6	-	-	1	4	2	-	1	5	1	3.0	±	0.82

Definition of NAS Components		
Item	Score	Extent
Steatosis	0	<5%
	1	5-33%
	2	>33-66%
	3	>66%
Lobular Inflammation	0	No foci
	1	<2 foci/200x
	2	2-4 foci/200x
	3	>4 foci/200x
HepatocyteBallooning	0	None
	1	Few balloon cells
	2	Many cells/prominent ballooning

Supplementary Table 2. Normalized probeset

Probeset ID	Gene Symbol	Gene Description	Ctrl_01	Ctrl_02	Ctrl_03	Tel_01	Tel_02	Tel_03
17478785	Gm7367	1110014K08Rik pseudogene	13.53366	11.85275	13.14471	11.50086	10.46921	12.48125
17336636	Agpat1	1-acylglycerol-3-phosphate O-acyltransferase 1 (lysophosphatidic acid acyltransferase 1)	15.55277	18.62954	21.10832	18.62954	17.28885	18.62954
17383104	Agpat2	1-acylglycerol-3-phosphate O-acyltransferase 2 (lysophosphatidic acid acyltransferase 2)	267.0433	204.0756	179.556	231.0258	201.7955	199.639
17242474	Agpat3	1-acylglycerol-3-phosphate O-acyltransferase 3	268.6399	267.4805	261.7707	244.761	246.3917	245.8271
17333222	Agpat4	1-acylglycerol-3-phosphate O-acyltransferase 4 (lysophosphatidic acid acyltransferase 4)	3.804245	4.270663	5.179777	5.455419	5.324441	4.004217
17499560	Agpat5	1-acylglycerol-3-phosphate O-acyltransferase 5 (lysophosphatidic acid acyltransferase 5)	20.78787	19.42873	19.00767	19.42873	16.31956	17.90251
17439622	Agpat9	1-acylglycerol-3-phosphate O-acyltransferase 9	50.31233	50.31233	53.92155	50.31233	39.12747	34.98077
17388499	Accs	1-aminocyclopropane-1-carboxylate synthase (non-functional)	6.766313	6.981127	7.698994	8.457844	8.410141	8.395347
17388522	Accl	1-aminocyclopropane-1-carboxylate synthase (non-functional)-like	4.08303	3.972535	2.809708	2.600141	3.166129	3.106801
17457171	Bpgm	2,3-bisphosphoglycerate mutase	35.68485	29.32156	29.32156	29.32156	19.91895	24.48914
17256404	Cnp	2,3-cyclic nucleotide 3 phosphodiesterase	11.24366	9.52527	9.40384	9.730406	9.213696	10.02368
17423463	Decr1	2,4-dienoyl CoA reductase 1, mitochondrial	152.694	151.8655	144.0874	134.2176	124.4455	126.441
17416325	Dhcr24	24-dehydrocholesterol reductase	892.4639	1115.945	1128.679	991.0541	941.0255	816.7892
17342581	Decr2	2,4-dienoyl-Coenzyme A reductase 2, peroxisomal	847.4298	906.4917	846.1268	851.9116	783.4243	808.8621
17452126	Oas1a	2-5 oligoadenylate synthetase 1A	7.85483	4.872189	6.552929	9.960513	5.48933	5.911278
17441759	Oas1b	2-5 oligoadenylate synthetase 1B	5.963916	5.364598	7.814535	9.085967	7.814535	8.433667
17452097	Oas1c	2-5 oligoadenylate synthetase 1C	4.52137	4.146287	4.542291	4.64066	2.782767	4.619735
17441788	Oas1d	2-5 oligoadenylate synthetase 1D	3.062691	3.263862	2.659804	2.659804	3.295255	3.010681
17452089	Oas1e	2-5 oligoadenylate synthetase 1E	3.990197	4.245075	4.072063	3.147726	4.269952	3.270407
17441768	Oas1f	2-5 oligoadenylate synthetase 1F	2.802841	3.401733	4.302872	4.767986	3.513844	3.592355
17452115	Oas1g	2-5 oligoadenylate synthetase 1G	7.53376	15.196	8.185894	8.581798	12.8405	10.17121
17441777	Oas1h	2-5 oligoadenylate synthetase 1H	2.177541	2.351221	2.391209	1.907866	2.403705	2.307339
17452054	Oas2	2-5 oligoadenylate synthetase 2	17.22629	27.11219	40.00227	32.34722	26.42644	28.98832
17452070	Oas3	2-5 oligoadenylate synthetase 3	15.70716	19.71798	18.62954	21.92812	17.58435	18.64452
17441051	Oas1	2-5 oligoadenylate synthetase-like 1	26.64975	23.59043	31.50655	34.57051	26.96115	33.8762
17441037	Oas2	2-5 oligoadenylate synthetase-like 2	11.78271	14.64331	22.72377	16.23595	14.64331	14.55164
17548963	Gm17764	28S ribosomal protein S14, mitochondrial-like	12.92973	14.38876	14.1656	14.6214	12.38309	12.7511
17241643	Ado	2-aminoethanethiol (cysteamine) dioxygenase	34.9127	27.7957	22.77675	26.703	30.97731	28.09186
17296548	Tcstv1	2-cell-stage, variable group, member 1	2.265674	2.307739	1.726009	1.715346	2.266145	1.941901
17290211	Tcstv3	2-cell-stage, variable group, member 3	5.015835	3.214691	2.411683	3.07906	4.562486	3.673767
17338118	Dnph1	2-deoxynucleoside 5-phosphate N-hydrolase 1	25.55671	27.14341	26.94377	28.99295	27.18088	29.96113
17463898	Dera	2-deoxyribose-5-phosphate aldolase homolog (C. elegans)	106.9416	97.89478	84.54749	107.511	80.90125	100.2856
17304794	Hac1	2-hydroxyacyl-CoA lyase 1	542.177	591.3711	657.2325	659.1258	581.1553	384.6333
17503910	Ogfod1	2-oxoglutarate and iron-dependent oxygenase domain containing 1	42.32593	40.7817	41.04942	41.09383	43.45981	39.93301
17442464	Ogfod2	2-oxoglutarate and iron-dependent oxygenase domain containing 2	24.9191	20.58812	21.84846	20.99567	17.33745	21.1615
17273485	Ogfod3	2-oxoglutarate and iron-dependent oxygenase domain containing 3	29.29312	28.93493	27.09867	24.10934	27.89124	27.41721
17529871	Pxylp1	2-phosphoxylase phosphatase 1	17.09734	16.23595	18.33871	19.08583	17.62523	19.22325
17488076	LOC101055953	39S ribosomal protein L41, mitochondrial-like	3.654236	5.689295	6.992896	3.170785	5.360286	4.265604
17419980	Hmgcl	3-hydroxy-3-methylglutaryl-Coenzyme A lyase	261.4969	309.4645	270.1712	268.4017	272.9249	267.2878
17295233	Hmgcr	3-hydroxy-3-methylglutaryl-Coenzyme A reductase	80.60738	57.27803	87.4781	48.03153	83.67125	47.88958
17290173	Hmgcs1	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1	514.0839	358.1053	448.508	349.5076	474.0975	296.3771
17400862	Hmgcs2	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2	2976.993	3434.109	3376.681	3029.744	2700.311	2724.602
17381892	Hacd1	3-hydroxyacyl-CoA dehydratase 1	16.27426	17.18538	17.4474	15.82781	14.29917	14.03016
17325198	Hacd2	3-hydroxyacyl-CoA dehydratase 2	280.2771	330.0956	382.1831	285.0162	298.333	302.2168
17528229	Hacd3	3-hydroxyacyl-CoA dehydratase 3	241.3562	267.21	299.0121	269.5576	267.21	239.1928
17427051	Hacd4	3-hydroxyacyl-CoA dehydratase 4	6.109228	5.26298	5.853096	5.628537	4.113282	4.298103
17347650	Haao	3-hydroxyanthranilate 3,4-dioxygenase	459.471	376.2949	396.6465	436.8608	467.7812	483.7608
17324643	Bdh1	3-hydroxybutyrate dehydrogenase, type 1	171.2084	186.5036	163.2705	154.3862	145.3039	164.4836
17402846	Bdh2	3-hydroxybutyrate dehydrogenase, type 2	15.99834	18.02528	13.63951	15.94011	12.24508	15.76376
17466908	Hibadh	3-hydroxyisobutyrate dehydrogenase	391.5628	409.4973	360.5286	404.8911	365.5969	491.6814
17466919	Hibadh	3-hydroxyisobutyrate dehydrogenase	11.55255	11.55255	7.719246	11.50086	10.39156	8.952248
17212792	Hibch	3-hydroxyisobutyryl-Coenzyme A hydrolase	121.8219	130.5718	127.9282	142.1441	97.70564	145.4007
17519550	Hmgcl1	3-hydroxymethyl-3-methylglutaryl-Coenzyme A lyase-like 1	8.993982	6.76275	7.060205	6.781103	6.117448	6.991393
17226049	Kdsr	3-ketodihydrosphingosine reductase	73.65186	104.0873	104.9218	91.87306	68.74534	76.72208
17309802	Oxct1	3-oxoacid CoA transferase 1	11.32815	11.96277	11.8576	11.85842	11.96277	14.8062
17429685	Oxct2a	3-oxoacid CoA transferase 2A	2.769758	3.339703	3.009972	3.339703	3.56497	3.146221
17418154	Oxct2b	3-oxoacid CoA transferase 2B	2.798454	5.314043	3.139054	3.299026	3.546092	2.314836
17303599	Oxsm	3-oxoacyl-ACP synthase, mitochondrial	13.18522	13.30116	13.07773	14.13187	13.39423	15.482
17402681	Papss1	3-phosphoadenosine 5-phosphosulfate synthase 1	36.37865	26.68709	27.14473	27.14473	30.96679	24.94433
17358690	Papss2	3-phosphoadenosine 5-phosphosulfate synthase 2	441.6715	493.8024	666.3748	589.8564	400.2645	593.4571
17408273	Phgdh	3-phosphoglycerate dehydrogenase	12.60068	12.7106	10.09935	12.86384	17.4905	11.74366
17349803	Gm6756	3-phosphoglycerate dehydrogenase pseudogene	2.914705	2.940701	4.021629	4.130367	2.621695	3.140621
17508568	Gm8096	3-phosphoglycerate dehydrogenase pseudogene	6.46455	6.779505	8.67095	8.286139	7.854612	8.376398
17341690	Pdpk1	3-phosphoinositide dependent protein kinase 1	77.46163	77.65194	71.79592	71.79592	61.47466	64.07812
17313427	LOC102634709	40S ribosomal protein S14	16.68766	10.93878	17.98348	13.97504	17.67086	21.06447
17524967	Gm6607	40S ribosomal protein S20 pseudogene	2.67402	2.770065	2.893027	3.880143	2.68751	2.827329
17547978	LOC102638850	40S ribosomal protein S21 pseudogene	60.47974	62.68464	69.98384	66.01171	60.20619	63.5945
17325933	LOC102641930	40S ribosomal protein S24-like	3.381258	3.883991	3.040334	2.927826	3.263862	3.659001
17349588	LOC102638785	40S ribosomal protein S25	3.685448	2.627717	3.420293	3.356854	4.205799	2.968636
17512752	LOC102642963	40S ribosomal protein S26-like	215.9106	242.6428	329.4099	244.3559	270.13	251.562
17440754	Gm3511	40S ribosomal protein S28 pseudogene	129.9678	175.7877	229.4538	168.8841	231.4409	182.2127
17512474	LOC105243270	40S ribosomal protein S2-like	1498.476	1476.064	1623.577	1535.891	1682.476	1730.34
17358223	LOC102638448	40S ribosomal protein S7 pseudogene	1024.284	971.2709	935.8607	975.4067	1004.993	1105.007
17322750	Abat	4-aminobutyrate aminotransferase	488.0787	463.8646	444.0043	503.9057	419.1811	495.7607
17510264	Haus8	4HAUS augmin-like complex, subunit 8	15.83637	19.16059	17.23596	16.7586	12.39348	15.83637
17359504	Hoga1	4-hydroxy-2-oxoglutarate aldolase 1	120.9578	153.0946	136.7095	119.6677	136.4274	135.673
17428731	Hpd1	4-hydroxyphenylpyruvate dioxygenase-like	5.009199	5.672835	5.187107	4.366811	4.72587	6.212009
17452578	Hpd	4-hydroxyphenylpyruvic acid dioxygenase	2483.691	2736.147	2775.304	2874.071	2624.724	3057.125
17246860	Nipsnap1	4-nitrophenylphosphatase domain and non-neuronal SNAP25-like protein homolog	239.0022	229.8964	222.725	237.2444	218.1036	250.4467
17238199	Sdr9c7	4short chain dehydrogenase/reductase family 9C, member 7	49.92394	30.08516	20.55561	28.29451	24.40424	22.40921
17351168	Htr4	5 hydroxytryptamine (serotonin) receptor 4	3.850538	4.044777	5.003335	4.240928	3.993933	5.213673

17520073	Nt5e	5 nucleotidase, ecto	34.15394	34.11986	59.25151	36.95865	39.96236	41.26481
17520177	Mthfs	5, 10-methylenetetrahydrofolate synthetase	7.576754	7.828359	7.811123	9.46131	9.013891	8.334179
17529569	Mthfsl	5, 10-methylenetetrahydrofolate synthetase-like	133.7662	115.3721	113.2	120.7149	153.1626	134.4448
17421550	Mthfr	5,10-methylenetetrahydrofolate reductase	33.98839	23.45608	22.06197	23.02102	25.56645	19.23631
17271911	Nt5c	5,3-nucleotidase, cytosolic	62.3795	70.49456	66.2317	69.43254	73.82359	74.57809
17250307	Nt5m	5,3-nucleotidase, mitochondrial	14.57749	14.31296	15.90568	17.00244	12.51043	12.65864
17520492	Xrn1	5-3 exoribonuclease 1	34.02893	34.63791	32.12757	35.30596	38.82382	31.88531
17377283	Xrn2	5-3 exoribonuclease 2	56.54039	51.60075	54.99887	58.01041	59.61031	55.47785
17213990	Atic	5-aminimidazole-4-carboxamide ribonucleotide formyltransferase/IMP cyclohydr	35.7148	48.6322	39.15705	37.78024	33.11424	37.76061
17522848	Azi2	5-azacytidine induced gene 2	43.91829	34.68476	41.73917	38.5912	49.33228	44.2161
17460603	Hmces	5-hydroxymethylcytosine (hmC) binding, ES cell specific	10.5291	14.99802	12.00572	11.66965	11.56746	11.56746
17289656	Htr1a	5-hydroxytryptamine (serotonin) receptor 1A	3.334568	3.168676	3.336695	3.720483	3.728305	3.252322
17529218	Htr1b	5-hydroxytryptamine (serotonin) receptor 1B	4.743559	5.48933	5.48933	4.606401	5.48933	6.035319
17420113	Htr1d	5-hydroxytryptamine (serotonin) receptor 1D	7.186205	6.597594	8.145538	7.085109	6.918983	6.714407
17331431	Htr1f	5-hydroxytryptamine (serotonin) receptor 1F	3.407822	2.991668	3.229319	2.991668	3.133381	2.939641
17301926	Htr2a	5-hydroxytryptamine (serotonin) receptor 2A	6.393164	7.105273	5.726882	6.891414	6.062698	6.615224
17225138	Htr2b	5-hydroxytryptamine (serotonin) receptor 2B	4.503667	5.775116	4.639406	5.332566	4.288818	5.075078
17538411	Htr2c	5-hydroxytryptamine (serotonin) receptor 2C	2.76389	3.279919	3.110141	2.501373	2.722685	2.915615
17526717	Htr3a	5-hydroxytryptamine (serotonin) receptor 3A	4.555218	5.308153	4.841654	4.776123	4.626624	5.55921
17526729	Htr3b	5-hydroxytryptamine (serotonin) receptor 3B	7.062113	6.697673	6.182799	7.419233	5.053875	5.064957
17435570	Htr5a	5-hydroxytryptamine (serotonin) receptor 5A	8.663981	10.78138	7.103204	6.384705	6.732956	9.050202
17226364	Htr5b	5-hydroxytryptamine (serotonin) receptor 5B	3.793002	6.069384	4.654996	4.816783	3.75442	5.323223
17431853	Htr6	5-hydroxytryptamine (serotonin) receptor 6	7.80728	5.669769	5.369359	5.893644	4.923281	6.466926
17364169	Htr7	5-hydroxytryptamine (serotonin) receptor 7	3.759029	3.985774	3.99745	3.757205	3.486501	3.34647
17290565	Mtr	5-methyltetrahydrofolate-homocysteine methyltransferase	21.17882	21.68101	18.39625	19.6908	13.00325	23.56412
17294066	Mtrr	5-methyltetrahydrofolate-homocysteine methyltransferase reductase	19.03496	20.36486	21.05236	20.78067	19.28517	20.27261
17240199	Nt5dc1	5-nucleotidase domain containing 1	50.37863	53.17403	44.92697	50.67984	43.4297	50.52201
17298364	Nt5dc2	5-nucleotidase domain containing 2	15.32102	21.97605	27.68591	17.69414	16.38041	13.96061
17236227	Nt5dc3	5-nucleotidase domain containing 3	31.54479	24.62326	19.13696	17.63965	21.90897	23.82443
17418168	Nt5c1a	5-nucleotidase, cytosolic IA	7.325159	6.560474	6.836415	7.519465	7.401358	6.687004
17274031	Nt5c1b	5-nucleotidase, cytosolic IB	3.489814	3.429409	3.237365	3.415673	3.485873	3.634306
17365421	Nt5c2	5-nucleotidase, cytosolic II	39.71577	54.80061	66.48606	41.16568	42.69455	42.95458
17467128	Nt5c3	5-nucleotidase, cytosolic IIC	24.44758	31.51223	25.95265	25.73286	29.03598	26.12067
17269498	Nt5c3b	5-nucleotidase, cytosolic IIIB	7.988751	8.345567	7.814535	7.814535	6.134858	6.850503
17318428	Oplah	5-oxoprolinase (ATP-hydrolysing)	227.1214	235.8719	220.0199	225.5416	179.4154	165.7621
17249328	Phykpl	5-phosphohydroxy-L-lysine phospholyase	26.89862	26.00992	30.10122	29.29799	24.21585	29.38504
17388099	LOC102632821	60S acidic ribosomal protein P1-like	9.302574	8.79571	8.467112	10.74706	7.972156	9.686919
17548211	LOC102632821	60S acidic ribosomal protein P1-like	17.80944	14.89597	14.13079	21.66073	12.99018	16.57124
17548369	LOC102637947	60S acidic ribosomal protein P1-like	36.23595	37.37522	30.60319	37.75642	38.34243	40.15367
17548373	LOC102637947	60S acidic ribosomal protein P1-like	42.70639	43.65122	38.76116	42.43492	39.11093	43.19613
17548597	LOC102641848	60S ribosomal protein L15-like	253.9604	228.5174	192.5608	208.6281	202.5354	208.6281
17352102	Gm6133	60S ribosomal protein L17 pseudogene	18.4099	19.28036	22.58229	27.89452	21.26811	20.89332
17476693	LOC102638521	60S ribosomal protein L23a	9.793944	6.996096	6.474864	7.867199	4.272469	9.074512
17548840	LOC102636101	60S ribosomal protein L39 pseudogene	5.765837	5.871585	5.906649	6.596085	5.763	6.082692
17286228	LOC105245385	60S ribosomal protein L7a-like	61.20171	64.80261	70.50482	80.67389	58.0933	79.97072
17538590	Plkfb1	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 1	60.37712	64.32288	88.41321	92.23676	107.3531	96.72655
17226676	Plkfb2	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 2	24.1381	26.6215	27.36045	31.89238	28.73705	30.63502
17381630	Plkfb3	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3	16.89624	23.42781	18.65874	16.73156	19.03615	14.08951
17522110	Plkfb4	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 4	5.75055	6.72032	7.315315	5.592138	5.888948	5.985451
17502249	Pgls	6-phosphogluconolactonase	43.5014	39.8299	49.63583	52.17729	42.55244	50.85508
17526813	Pts	6-pyruvoyl-tetrahydropterin synthase	49.19876	57.04387	59.01705	51.293	58.35644	62.68333
17485357	Dhcr7	7-dehydrocholesterol reductase	67.54514	63.61478	89.69589	83.67763	88.62796	71.52571
17461625	Ogg1	8-oxoguanine DNA-glycosylase 1	9.248119	14.14657	13.52644	15.88849	15.15508	11.73048
17519088	Adam10	a disintegrin and metallopeptidase domain 10	95.05035	88.58927	96.61665	84.23571	81.36125	78.36894
17256991	Adam11	a disintegrin and metallopeptidase domain 11	12.44798	17.1755	26.61062	16.77522	13.79793	13.0674
17497246	Adam12	a disintegrin and metallopeptidase domain 12 (meltrin alpha)	5.433644	5.433644	5.433644	5.433644	5.94353	5.672678
17407017	Adam15	a disintegrin and metallopeptidase domain 15 (metargidin)	11.16375	15.19126	14.93743	12.29739	11.99	12.97929
17280207	Adam17	a disintegrin and metallopeptidase domain 17	44.09307	36.08482	36.30132	40.65188	37.15437	36.21888
17508202	Adam18	a disintegrin and metallopeptidase domain 18	3.649857	3.158107	3.304541	3.816526	3.715046	4.077599
17248754	Adam19	a disintegrin and metallopeptidase domain 19 (meltrin beta)	4.27638	5.963503	4.629544	4.03095	5.024604	5.085607
17452204	Adam1a	a disintegrin and metallopeptidase domain 1a	4.057834	4.684516	3.194345	4.281926	6.32388	4.638409
17452201	Adam1b	a disintegrin and metallopeptidase domain 1b	2.908812	4.047132	2.823276	4.083001	4.615158	4.038137
17307815	Adam2	a disintegrin and metallopeptidase domain 2	3.433405	3.370167	3.880762	3.668576	3.668576	3.078783
17500707	Adam20	a disintegrin and metallopeptidase domain 20	2.543562	2.454212	3.350114	2.304206	2.804163	2.220785
17282363	Adam21	a disintegrin and metallopeptidase domain 21	3.613307	3.150695	3.959285	3.873452	3.871708	4.291107
17445467	Adam22	a disintegrin and metallopeptidase domain 22	3.270633	3.341486	3.342228	3.97857	3.748673	3.024905
17213608	Adam23	a disintegrin and metallopeptidase domain 23	45.19809	46.26598	59.11736	49.55745	47.17989	25.02174
17500697	Adam24	a disintegrin and metallopeptidase domain 24 (testase 1)	4.628357	4.203439	4.036878	3.864093	3.624822	3.843285
17500702	Adam25	a disintegrin and metallopeptidase domain 25 (testase 2)	2.44103	2.42871	1.972465	1.898013	2.759544	2.346906
17509005	Adam26a	a disintegrin and metallopeptidase domain 26A (testase 3)	2.406006	2.285991	1.898013	1.982183	2.285991	2.285991
17509001	Adam26b	a disintegrin and metallopeptidase domain 26B	3.11096	2.386093	2.209822	2.574853	2.763008	2.60189
17308099	Adam28	a disintegrin and metallopeptidase domain 28	4.440124	4.165819	4.291316	3.761583	3.359299	3.959724
17509428	Adam29	a disintegrin and metallopeptidase domain 29	2.473116	2.393945	2.335902	2.707047	2.573693	2.722364
17508224	Adam3	a disintegrin and metallopeptidase domain 3 (cyritestin)	4.75795	3.962827	4.447609	3.286268	5.118177	4.311291
17400849	Adam30	a disintegrin and metallopeptidase domain 30	3.062691	2.462203	2.400425	2.681462	2.919599	2.400425
17508278	Adam32	a disintegrin and metallopeptidase domain 32	2.822708	3.457981	3.076628	3.40395	2.920388	2.933474
17391803	Adam33	a disintegrin and metallopeptidase domain 33	8.953179	9.52362	10.34413	7.583795	8.403673	9.58707
17509013	Adam34	a disintegrin and metallopeptidase domain 34	2.974238	2.919862	2.587843	2.664565	2.440505	2.284724
17500712	Adam39	a disintegrin and metallopeptidase domain 39	3.024968	2.391026	3.339703	2.957524	3.723992	3.565341
17282343	Adam4	a disintegrin and metallopeptidase domain 4	2.705003	3.249573	3.241519	5.573602	3.491604	3.037175
17508253	Adam5	a disintegrin and metallopeptidase domain 5	2.968636	2.51809	2.782767	2.6815	2.782767	2.782767
17279542	Adam6a	a disintegrin and metallopeptidase domain 6A	3.874956	3.811344	3.113527	4.271344	3.860105	3.504333
17279539	Adam6b	a disintegrin and metallopeptidase domain 6B	2.212182	2.239691	1.884472	2.667374	2.239691	2.14716
17308058	Adam7	a disintegrin and metallopeptidase domain 7	3.211217	2.862846	2.587125	2.838148	3.374234	2.943291

17497525	Adam8	a disintegrin and metallopeptidase domain 8	4.86136	4.937155	3.723011	4.741258	5.445294	4.655932
17508300	Adam9	a disintegrin and metallopeptidase domain 9 (meltrin gamma)	133.8302	131.5703	132.3845	115.404	114.7396	109.4183
17331705	Adams1	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin typ	27.22028	22.29456	27.25899	24.40052	23.81618	22.83476
17336086	Adams10	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin typ	11.78933	12.30472	12.10961	11.28958	12.55056	10.39833
17310368	Adams12	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin typ	8.349848	7.260556	9.079797	7.15891	7.15891	6.319016
17368422	Adams13	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin typ	12.35189	11.13863	9.787565	11.37883	8.958828	12.31487
17241181	Adams14	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin typ	10.81926	14.03736	12.53708	12.39048	12.53708	12.38739
17525224	Adams15	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin typ	7.473997	7.097003	6.826802	6.478815	5.619298	6.489422
17294187	Adams16	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin typ	6.279806	7.673421	7.529113	5.978444	6.153341	8.01732
17479041	Adams17	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin typ	10.32514	10.7052	10.09165	10.63509	11.39738	11.94289
17513240	Adams18	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin typ	3.225382	3.742286	3.596566	3.596566	3.940667	4.031146
17350876	Adams19	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin typ	5.637361	4.509352	4.699607	4.865405	4.849278	5.689848
17249206	Adams2	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin typ	19.04777	21.43624	18.10655	22.44621	17.85059	23.5973
17320737	Adams20	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin typ	3.623616	3.911874	4.42467	3.961893	3.961893	3.961893
17449488	Adams3	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin typ	4.240223	3.660473	3.403408	3.722418	4.70003	3.722418
17219248	Adams4	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin typ	6.528538	6.429159	8.873234	6.221662	6.458325	5.226735
17331720	Adams5	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin typ	5.625885	6.010646	5.184878	5.884745	5.990889	5.08388
17289602	Adams6	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin typ	8.318826	12.19662	15.18284	10.17911	9.764729	10.50679
17520254	Adams7	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin typ	8.518444	7.698994	6.922773	7.4755	6.170982	7.698994
17515703	Adams8	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin typ	5.192359	4.951995	4.623835	4.689389	5.425214	4.975391
17469136	Adams9	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin typ	14.56264	21.542	18.19538	16.24969	14.75007	17.23596
17231423	Akap12	A kinase (PRKA) anchor protein (gravin) 12	15.88188	16.89717	16.15815	18.32181	18.10342	19.06877
17434414	Akap9	A kinase (PRKA) anchor protein (yotiao) 9	67.22798	67.22798	67.22798	64.01642	61.2208	67.22798
17267584	Akap1	A kinase (PRKA) anchor protein 1	158.2136	158.3233	154.5607	149.9606	166.3053	143.2062
17263929	Akap10	A kinase (PRKA) anchor protein 10	22.47766	24.08762	26.38288	26.54411	28.51027	24.28847
17308829	Akap11	A kinase (PRKA) anchor protein 11	39.33332	46.11678	50.9507	46.88615	50.84838	55.23229
17479205	Akap13	A kinase (PRKA) anchor protein 13	85.02764	88.99054	80.78077	73.3828	80.78077	79.02187
17541028	Akap14	A kinase (PRKA) anchor protein 14	5.769795	5.426267	4.496336	5.759206	5.719504	5.69936
17540950	Akap17b	A kinase (PRKA) anchor protein 17B	14.6554	9.575315	6.572535	8.670829	9.862272	9.616154
17414364	Akap2	A kinase (PRKA) anchor protein 2	16.39382	14.65052	15.46248	13.49553	14.48663	15.24992
17463308	Akap3	A kinase (PRKA) anchor protein 3	2.663512	3.263862	2.940497	3.009972	3.269727	2.88936
17532786	Akap4	A kinase (PRKA) anchor protein 4	5.146851	5.48933	5.129684	4.672064	5.48933	5.252412
17276552	Akap5	A kinase (PRKA) anchor protein 5	19.50457	20.22854	18.81746	20.22307	19.75875	23.0132
17275436	Akap6	A kinase (PRKA) anchor protein 6	3.650793	3.945177	3.945177	3.816499	3.521964	4.283648
17239856	Akap7	A kinase (PRKA) anchor protein 7	15.27584	20.54549	19.57052	15.61175	16.167	22.29441
17343371	Akap8	A kinase (PRKA) anchor protein 8	36.88008	49.39284	38.64286	45.49512	48.16356	40.23279
17343387	Akap8l	A kinase (PRKA) anchor protein 8-like	24.82772	37.5669	34.15275	37.5669	32.71408	41.90353
17481684	Akip1	A kinase (PRKA) interacting protein 1	42.90518	43.23986	48.51873	35.68807	35.35029	36.00561
17378628	Aar2	AAR2 splicing factor homolog (S. cerevisiae)	23.82196	22.41636	25.83079	26.0628	23.29454	19.55438
17277697	Adck1	aarF domain containing kinase 1	21.79114	28.73287	25.45382	28.15326	24.02859	24.92307
17457524	Adck2	aarF domain containing kinase 2	11.84889	9.79829	12.46698	13.13787	11.84889	12.85965
17230408	Adck3	aarF domain containing kinase 3	170.3727	146.1322	108.3376	193.2695	135.7718	184.8562
17475542	Adck4	aarF domain containing kinase 4	29.15073	34.15678	33.31662	32.4593	33.66272	32.00244
17312511	Adck5	aarF domain containing kinase 5	93.204	89.26607	83.05874	86.0677	63.2139	59.32466
17231973	Ahi1	Abelson helper integration site 1	5.347483	5.347483	5.193294	6.268846	5.037821	5.38367
17435946	Abhd1	abhydrolase domain containing 1	7.544838	12.71192	13.86033	13.86033	8.725392	14.5691
17330692	Abhd10	abhydrolase domain containing 10	9.590393	9.516031	8.300395	9.778072	14.70271	10.70572
17443154	Abhd11	abhydrolase domain containing 11	43.01447	39.83101	35.28199	43.87478	47.3404	41.49168
17453506	Abhd11os	abhydrolase domain containing 11, opposite strand	14.52	14.11845	14.92822	16.99608	16.79582	16.08529
17392730	Abhd12	abhydrolase domain containing 12	37.19482	31.19753	40.17065	40.3294	37.58799	37.66885
17275986	Abhd12b	abhydrolase domain containing 12B	6.171709	6.480073	5.997204	6.491537	6.768612	7.759157
17498892	Abhd13	abhydrolase domain containing 13	32.65156	32.65156	26.38873	34.78106	27.0465	32.65156
17530686	Abhd14a	abhydrolase domain containing 14A	13.83403	13.42007	13.42007	13.72087	15.70814	13.45873
17521211	Abhd14b	abhydrolase domain containing 14b	196.5388	190.881	197.6398	182.8897	204.7061	184.6142
17253297	Abhd15	abhydrolase domain containing 15	29.7317	30.60361	41.95585	39.14131	39.19207	42.51087
17336939	Abhd16a	abhydrolase domain containing 16A	32.66831	42.7209	39.90451	34.58777	48.70068	42.49968
17381039	Abhd16b	abhydrolase domain containing 16B	3.843179	3.703322	4.072797	4.092578	3.650211	4.05036
17243014	Abhd17a	abhydrolase domain containing 17A	45.5535	35.94627	37.60571	39.09521	41.6643	44.2842
17358132	Abhd17b	abhydrolase domain containing 17B	35.89647	36.74357	37.55596	44.95657	33.96672	40.11973
17492978	Abhd17c	abhydrolase domain containing 17C	172.164	153.8969	163.4868	146.0248	160.4511	145.951
17479354	Abhd2	abhydrolase domain containing 2	158.6452	242.7521	309.6726	170.1649	251.9459	166.1992
17352680	Abhd3	abhydrolase domain containing 3	137.6328	141.5374	128.4925	123.3086	111.0565	115.6619
17300251	Abhd4	abhydrolase domain containing 4	137.9307	162.8726	148.2769	130.8464	112.3986	114.3482
17523416	Abhd5	abhydrolase domain containing 5	54.65532	47.68653	52.70727	52.2946	53.85506	45.65687
17297059	Abhd6	abhydrolase domain containing 6	154.6593	182.2191	211.5434	154.9899	113.9234	149.0053
17510311	Abhd8	abhydrolase domain containing 8	11.7832	13.54896	10.0218	12.05392	7.843296	12.04398
17268227	Abi3	ABI gene family, member 3	18.27855	18.27855	28.13609	18.66288	16.83988	13.20278
17326318	Abi3bp	ABI gene family, member 3 (NESH) binding protein	5.418224	7.343816	7.169189	6.321163	5.173426	6.753007
17382156	Abi1	abl-interactor 1	70.75401	72.4483	70.02946	66.20646	75.28184	73.28063
17213446	Abi2	abl-interactor 2	19.73603	18.99806	21.50932	14.68987	15.62149	16.35852
17383139	Abo	ABO blood group (transferase A, alpha 1-3-N-acetylgalactosaminyltransferase, trar	8.397035	7.698994	7.554572	8.313696	8.185724	7.698994
17239501	Abracl	ABRA C-terminal like	11.45376	8.321768	7.59179	6.886209	6.915243	8.731382
17240621	Aim1	absent in melanoma 1	36.14139	39.80368	49.84925	49.73743	44.44133	49.57325
17419669	Aim1l	absent in melanoma 1-like	6.791263	6.874048	8.225709	8.225709	8.225709	10.67571
17219643	Aim2	absent in melanoma 2	3.021343	3.292971	3.963321	4.326499	4.29322	3.88884
17442719	Aacs	acetoacetyl-CoA synthetase	37.93112	25.82775	31.60016	28.67417	34.18591	26.34231
17443523	Ache	acetylcholinesterase	12.33555	13.06568	10.56294	11.45384	11.62622	14.33222
17527123	Acat1	acetyl-Coenzyme A acetyltransferase 1	938.7974	941.1429	843.8425	818.4894	816.0818	802.8686
17340967	Acat2	acetyl-Coenzyme A acetyltransferase 2	43.569	35.86339	41.53052	38.97994	36.25681	46.72977
17340953	Acat3	acetyl-Coenzyme A acetyltransferase 3	164.7061	198.2394	163.9952	202.4245	173.1874	207.8429
17523042	Acaa1a	acetyl-Coenzyme A acyltransferase 1A	78.49452	89.21906	92.96785	104.6218	77.91936	88.46286
17532063	Acaa1b	acetyl-Coenzyme A acyltransferase 1B	473.5064	614.6537	570.1944	540.3162	365.26	430.1542
17351811	Acaa2	acetyl-Coenzyme A acyltransferase 2 (mitochondrial 3-oxoacyl-Coenzyme A thiol	943.6186	945.0586	826.2531	912.4047	885.771	905.1543
17254395	Acaca	acetyl-Coenzyme A carboxylase alpha	82.38787	81.73658	85.70753	79.1902	89.05718	76.05125

17274027	Gm5182	acetyl-Coenzyme A carboxylase alpha pseudogene	1.981894	2.466457	2.732251	2.220785	2.188921	1.973218
17440826	Acacb	acetyl-Coenzyme A carboxylase beta	36.51557	44.36254	79.67416	51.93733	31.8968	31.96276
17539734	Asmt	acetylserotonin O-methyltransferase	20.13007	19.72277	18.07783	20.76209	21.32243	19.17241
17243839	Ascl1	achaete-scute complex homolog 1 (Drosophila)	3.016154	3.584023	2.961073	3.44468	2.976589	2.38003
17498188	Ascl2	achaete-scute complex homolog 2 (Drosophila)	4.800518	5.446729	5.033772	5.386134	4.775825	4.70192
17498193	Ascl2	achaete-scute complex homolog 2 (Drosophila)	3.149363	2.904057	2.856285	3.791556	3.88009	3.400437
17494926	Ascl3	achaete-scute complex homolog 3 (Drosophila)	3.97744	3.247726	3.718678	4.588237	3.956322	3.288592
17236150	Ascl4	achaete-scute complex homolog 4 (Drosophila)	4.916972	4.059663	5.0578	5.386134	4.645584	4.066084
17322200	Aaas	achalasia, adrenocortical insufficiency, alacrimia	29.91153	30.69454	30.53327	28.28274	29.41642	33.398
17280483	Acp1	acid phosphatase 1, soluble	56.67183	66.37693	59.16779	53.33387	74.09427	52.98896
17373222	Acp2	acid phosphatase 2, lysosomal	102.2729	99.93582	100.4943	87.75199	90.6346	80.88498
17524930	Acp5	acid phosphatase 5, tartrate resistant	94.07699	103.1336	90.02851	91.21948	101.4503	88.30174
17400759	Acp6	acid phosphatase 6, lysophosphatidic	43.73844	51.57107	44.48509	43.18026	42.91619	42.15962
17530406	Acpp	acid phosphatase, prostate	18.27577	25.74785	17.8792	18.27577	22.92596	14.98409
17490196	Acpt	acid phosphatase, testicular	10.78489	13.70956	12.17644	10.67504	10.8924	10.46507
17518172	Anp32a	acidic (leucine-rich) nuclear phosphoprotein 32 family, member A	42.56483	53.09853	52.18199	46.07652	52.21962	53.716
17413821	Anp32b	acidic (leucine-rich) nuclear phosphoprotein 32 family, member B	37.80749	41.27539	43.76968	41.68539	46.02577	34.34314
17400449	Anp32e	acidic (leucine-rich) nuclear phosphoprotein 32 family, member E	14.68142	12.70936	14.62009	14.06025	14.14814	13.38634
17231431	Armt1	acidic residue methyltransferase 1	13.47301	11.96219	11.46361	13.31518	10.48228	10.96178
17314855	Asic1	acid-sensing (proton-gated) ion channel 1	4.456342	5.34815	5.055662	5.103971	4.978634	4.978634
17266732	Asic2	acid-sensing (proton-gated) ion channel 2	3.731977	5.102343	3.911956	4.585344	3.856361	3.721618
17435335	Asic3	acid-sensing (proton-gated) ion channel 3	6.686633	8.492092	7.187749	6.171709	5.942912	6.171709
17214564	Asic4	acid-sensing (proton-gated) ion channel family member 4	11.24366	10.87626	11.19048	9.394589	10.3912	10.3912
17398441	Asic5	acid-sensing (proton-gated) ion channel family member 5	14.79564	15.07588	13.20672	14.8176	14.32149	14.69996
17274649	Adi1	acireductone dioxygenase 1	84.7364	91.00602	80.24002	83.61617	81.36125	78.35047
17412730	Aco1	aconitase 1	307.7127	284.0321	280.2771	284.9964	263.8474	261.361
17313394	Aco2	aconitase 2, mitochondrial	211.7444	266.2892	314.948	287.327	214.4846	279.9373
17314222	Acr	acrosin prepropeptide	6.613711	7.158364	7.398896	7.176299	6.819425	7.331915
17515998	Acrv1	acrosomal vesicle protein 1	3.201615	2.8896	3.163146	2.878725	2.957196	3.310112
17354831	Ablim3	actin binding LIM protein family, member 3	32.5404	39.10524	38.49155	51.32323	39.46905	36.09958
17436907	Afap1	actin filament associated protein 1	16.96877	15.50434	16.10269	15.48436	15.39127	15.95725
17354810	Afap1l1	actin filament associated protein 1-like 1	17.92846	15.40151	18.12778	22.59403	18.54386	16.54232
17365883	Afap1l2	actin filament associated protein 1-like 2	8.663812	7.024473	5.756891	5.30249	6.000114	5.855815
17444593	Arpc1a	actin related protein 2/3 complex, subunit 1A	84.60963	72.82389	73.77141	71.07646	73.92498	77.1471
17444609	Arpc1b	actin related protein 2/3 complex, subunit 1B	5.747601	8.67612	6.584619	5.419689	5.395176	6.32445
17214149	Arpc2	actin related protein 2/3 complex, subunit 2	484.358	489.21	450.7207	426.5526	448.2159	419.1259
17442096	Arpc3	actin related protein 2/3 complex, subunit 3	91.06722	116.3131	101.2944	96.8265	105.6757	113.9305
17461638	Arpc4	actin related protein 2/3 complex, subunit 4	111.2946	107.7915	106.8276	112.8905	127.49	111.2946
17218254	Arpc5	actin related protein 2/3 complex, subunit 5	69.44168	87.4587	77.24716	86.14708	80.17052	78.99229
17370511	Arpc5l	actin related protein 2/3 complex, subunit 5-like	34.87666	30.12084	30.44197	30.39474	31.02609	32.83949
17404515	Actrt3	actin related protein T3	8.845661	8.276782	7.954162	9.073505	9.675727	8.845661
17513995	Acta1	actin, alpha 1, skeletal muscle	24.90459	23.17681	21.01678	20.79623	21.69168	26.84274
17364098	Acta2	actin, alpha 2, smooth muscle, aorta	36.30711	36.74434	36.95916	44.55977	23.78846	32.10509
17389510	Actc1	actin, alpha, cardiac muscle 1	4.460731	3.121826	3.418942	4.155004	3.936545	4.164317
17454753	Actb	actin, beta	463.6557	465.6332	440.2777	444.3738	412.846	385.9072
17289813	Actbl2	actin, beta-like 2	6.168672	4.084671	4.719618	4.39432	4.146632	5.203997
17468183	Actg1	actin, gamma 2, smooth muscle, enteric	13.1346	11.07473	10.14601	10.27602	12.74836	12.42333
17273061	Actg1	actin, gamma, cytoplasmic 1	24.82772	15.10129	13.88938	18.49649	19.62866	16.56114
17500992	Actg-ps1	actin, gamma, pseudogene 1 [Source:MGI Symbol;Acc:MGI:87907]	79.79464	73.61817	102.2495	74.59464	70.87869	62.87001
17365911	Ablim1	actin-binding LIM protein 1	13.72715	17.52813	18.49649	19.79192	15.55558	16.1586
17436877	Ablim2	actin-binding LIM protein 2	12.72461	16.85635	11.38632	10.133	7.391463	11.78582
17316775	Abra	actin-binding Rho activating protein	4.975288	3.827839	3.194699	3.485873	3.382406	3.588249
17290603	Actn2	actinin alpha 2	4.29852	2.76995	2.611104	2.807313	2.835219	3.195651
17361362	Actn3	actinin alpha 3	7.153652	6.84718	7.073479	7.208654	6.773117	7.869817
17488565	Actn4	actinin alpha 4	168.1622	148.3951	157.3693	147.7782	142.881	134.5595
17282226	Actn1	actinin, alpha 1	71.4925	87.36963	100.098	68.80827	65.29316	67.04324
17485376	LOC102636989	actin-like	5.329795	6.281243	6.259121	4.780296	5.551086	4.227398
17416160	LOC102642973	actin-like	553.9876	481.3392	599.7594	453.0291	446.0835	413.2096
17378238	Actl10	actin-like 10	6.223042	6.143837	6.268716	5.974633	6.223042	7.566048
17521507	Actl11	actin-like 11	3.399235	4.080172	3.399235	2.606909	2.782767	3.084657
17396733	Actl6a	actin-like 6A	40.46857	27.53663	30.70773	32.5948	37.52812	30.15029
17443596	Actl6b	actin-like 6B	4.064252	4.296673	3.944931	4.534269	4.227955	4.870669
17414327	Actl7a	actin-like 7a	7.413013	11.71951	9.011267	8.51685	6.735476	9.387624
17425421	Actl7b	actin-like 7b	2.284962	2.599601	2.447824	2.480412	2.616521	2.464919
17336082	Actl9	actin-like 9	3.681312	3.530053	3.492645	4.457145	3.233709	3.571921
17492466	Arpin	actin-related protein 2/3 complex inhibitor	20.75806	27.59414	28.40317	28.29451	23.81156	22.60578
17534493	Actrt1	actin-related protein T1	4.436432	3.234965	3.891941	3.430955	3.720045	3.898935
17433661	Actrt2	actin-related protein T2	5.031679	4.464628	4.697262	4.518175	4.386682	5.11651
17330918	Alcam	activated leukocyte cell adhesion molecule	64.4331	61.40865	51.54784	44.08757	69.76928	65.4985
17233600	Ascc1	activating signal cointegrator 1 complex subunit 1	15.21687	19.22205	20.37842	19.02929	26.8988	19.28758
17246825	Ascc2	activating signal cointegrator 1 complex subunit 2	36.84278	38.11429	34.28819	36.07056	30.62016	33.84381
17233149	Ascc3	activating signal cointegrator 1 complex subunit 3	101.392	73.35178	72.58553	75.84278	78.57617	71.43999
17314972	Atf1	activating transcription factor 1	13.85524	18.02453	17.84243	16.88277	16.69241	13.81267
17386591	Atf2	activating transcription factor 2	51.44967	46.8946	45.77253	53.48936	41.47787	50.24019
17231033	Atf3	activating transcription factor 3	20.18903	31.56601	37.56429	21.43966	14.00083	13.56757
17313100	Atf4	activating transcription factor 4	81.17649	73.26539	71.92692	55.56945	64.10967	50.3933
17490391	Atf5	activating transcription factor 5	264.2501	280.4753	319.6856	250.669	293.694	237.2181
17229556	Atf6	activating transcription factor 6	180.2443	171.0519	189.3472	136.6688	161.9697	134.934
17336660	Atf6b	activating transcription factor 6 beta	30.31479	33.82223	32.81424	30.06139	27.39878	21.1615
17322261	Atf7	activating transcription factor 7	21.42703	40.43661	43.71874	31.73296	39.17361	35.00114
17322263	Atf7	activating transcription factor 7	39.35186	40.85979	42.02861	36.54723	41.60428	40.96103
17463812	Atf7ip	activating transcription factor 7 interacting protein	71.25849	65.87321	93.58919	74.74577	74.72453	70.49456
17463829	Atf7ip	activating transcription factor 7 interacting protein	19.42873	15.59563	18.90283	22.29456	17.71501	17.77367
17322806	Atf7ip2	activating transcription factor 7 interacting protein 2	2.872586	2.67402	2.380393	2.545043	2.67402	2.654739

How the deposited data were processed for this re-analysis (not part of the article)

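Liver RNA of 3 vehicle-treated and 3 telmisartan-treated STAM mice was measured on Affymetrix GeneChip Mouse Gene 2.0 ST arrays, 1 array per mouse. The authors normalized the 6 arrays together by robust multi-array average (RMA), and the deposited values are intensities on a linear scale, from 1.417 to 7834.8, for 31873 probe sets that they kept as having signals common to all samples. The version of the RMA program and the rule behind the kept probe sets are not given in the sources used here. The intensities were turned to log2 values without a pseudocount and were not normalized again. All 6 columns were used. The number of arrays limits the precision, and signals near the background limit what dim probe sets can show. The histology, qRT-PCR, cell culture and Connectivity Map data of the paper were not analysed here.

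The probe table paired 23094 probe sets with exactly 1 gene symbol, and these were tested. They stand for 22087 genes, of which 810 have more than 1 probe set and were represented by the probe set of the highest mean over all arrays. The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2-sided, prior degrees of freedom 4.38), with Benjamini-Hochberg adjustment over all probe sets. A call needs an unadjusted p under 0.05 and a ratio of geometric means of at least 1.2, the thresholds in the paper's methods, and counts at an adjusted p under 0.05 are given beside it. The arrays were clustered on 1 minus the Pearson correlation over all probe sets with average linkage, since the paper's text names no linkage. The difference between the mean correlations within and between groups was tested with an exact permutation test over the 10 splits of the arrays into 3 and 3.

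Before the data were examined, 38 gene lists for liver cell types, metabolism, inflammation, fibrosis and stress, of at least 6 genes found, were written, and the alternatives were fixed, apart from cyclic loess and the methods' t-test paired with the filter on dim probe sets or with a 1.5-fold threshold, which were chosen after seeing the data. The lists include the genes of the study's qRT-PCR and the targets of its Connectivity Map compounds, which the study chose on these samples. Lists were tested with camera at a preset correlation of 0.01, and also with a correlation estimated for each list and with fry. Overlaps of the called genes with the lists were tested with the one-sided Fisher's exact test against all 22087 genes. The mouse Reactome pathways of fgsea 1.28.0 with 15 to 500 measured genes were tested with camera.

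The genes named are those that the paper names in its text and figures, apart from Cpt1b, which has no tested probe set; some of their values in its figures and Supplementary Table 2 had been seen. Drug targets that only its Table 2 lists (Slc10a1, Adipor2 and the prostanoid receptors) were left out. The genes named are also the 12 probe sets with the largest rise and the 12 with the largest fall. The latter had to pass the thresholds with the groups apart, with a group mean of at least 5 on the log2 scale and no provisional symbol. Up to 4 members of each list described were added, those past the thresholds first, by their p. The markers with the highest level in the vehicle group were added after the values were seen.

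The alternatives were the methods' t-test on log2 and on linear values, unequal variances, the replicate number as a block, a variance trend with robust eBayes, array weights, a filter on dim probe sets, all probe sets of the file, quantile normalization, median centring, a fold of at least 1.5, the mean of all probe sets of a gene, other linkages and scales for the clustering, lists without the genes that the study names, and leaving out each array in turn. The probe set comparison with limma and with the methods' t-test, and the list test with camera, were tested on simulated data. Each gene was drawn independently there, so the simulation cannot show how camera does on genes that move together. With 50 changed probe sets per step, limma recovered 0%, 14%, 68% and 92% at an adjusted p under 0.05 for folds of 1.2, 1.5, 2 and 3, with 2 false calls.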

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

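The tests of the share of cells other than hepatocytes, of tissue handling time and of fasting, and the tests of other splits for the counts of probe sets and of gene lists, were chosen only after the result was seen, as were cyclic loess and the tests of mean changes over the arrays without 1 array. The paper reports on targets of PPARα and discusses PPARγ and hepatic stellate cells, but it names at most 4 genes of each list below, and these lists passed camera at the preset correlation. The single genes passed the thresholds of the study, none of them at an adjusted p under 0.05.

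Markers of liver endothelial cells were lower in the telmisartan group, with 0 higher and 15 lower of 31 measured (0 when adjusted over the list alone; 5 lower with the methods' t-test), a median log2 fold change of -0.38 and a camera adjusted p = 6.47e-13 (adjusted p = 0.350 with an estimated correlation). The lower genes were 6 without vehicle 3, 6 without telmisartan 2 and 8 without telmisartan 3, and 2 of the genes are in another list and 1, Nrp2, is named by the study; the brightest were Eng (7.36 in log2 intensity with vehicle, change -0.74), Fcgr2b (7.29, -0.55), Clec4g (7.27, -0.74) and Nrp1 (7.19, -0.20, not past the thresholds). A shift between arrays that depends on intensity is argued against by a median of -0.36 after cyclic loess. The range of 1 standard error over the genes, not over mice, was -0.42 to -0.30. The mean deviation of the list's genes from their mean over all 6 arrays was 0.16, 0.07 and 0.31 on vehicle 1, 2 and 3. It was 0.05, -0.32 and -0.27 on telmisartan 1, 2 and 3, so telmisartan 1 lay close to vehicle 2. No array stood out as the source, since the mean change over the arrays was -0.36 with all 6 (95% interval -0.74 to 0.0166) and stayed at -0.48 to -0.29 without any 1 array, at its highest without telmisartan 2 (-0.77 to 0.19), but none is excluded: the median, at most -0.29 (without vehicle 3), met the bound set beforehand, yet that bound was held against a spread over genes that move together (estimated correlation 0.316), and the intervals over the arrays, apart from that without telmisartan 1, hold 0. A lower share of all cells other than hepatocytes or an effect of telmisartan on endothelial cells may also be the source. These cannot be told apart, since endothelial minus cholangiocyte markers gave -0.35 with an interval over the arrays of -0.77 to 0.07. Cholangiocyte (-0.0109, -0.13 to 0.11) and lymphocyte markers (-0.0506, -0.19 to 0.09) had smaller mean changes. Kupffer cell (-0.19, -0.59 to 0.21) and stellate cell markers (-0.22, -0.54 to 0.10) fell as well. The small cholangiocyte change says little, since the brightest of these markers were dimmer than the brightest endothelial ones. The brightest cholangiocyte markers were Anxa4 (6.65 in log2 intensity with vehicle, change -0.25, not past the thresholds), Cdh1 (6.46, -0.00255), Sox9 (4.82, -0.0979) and Slc4a2 (4.63, 0.106). The splits are too few to speak of chance (absolute median 0.384, highest other 0.379, 1 of 10 splits as large).

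Heat shock genes were lower, with 0 higher and 8 lower of 20 (7 when adjusted over the list alone; 6 with the methods' t-test), a median of -0.36 and a camera adjusted p = 8.45e-07 (adjusted p = 0.350 with an estimated correlation). Hspa1b had a log2 fold change of -2.35, Hspa1a, its paralog, one of -1.57, Hsp90aa1, a chaperone, -0.62 and Bag3, a co-chaperone, -0.47. The level of Hspa1a was low, at 3.76 in log2 intensity with vehicle and 2.19 with telmisartan. The mean deviation of the heat shock genes from their mean over all 6 arrays was 0.46, 0.11 and 0.07 on vehicle 1, 2 and 3. It was -0.10, -0.30 and -0.24 on telmisartan 1, 2 and 3, so vehicle 1 lay well above the other vehicle arrays. Of 34 immediate-early genes, 8 were lower and 1 was higher (5 and 0 when adjusted over the list alone; 5 and 1 with the methods' t-test), with a median of -0.0634 and a camera adjusted p = 0.00598 (adjusted p = 0.350 with an estimated correlation), with 3 higher without vehicle 3, and this call was lost without telmisartan 1 (0.0560, median -0.0298) and without the 4 genes that the study names (0.330). Vehicle 1 as the only source of the heat shock result is argued against, since without it the median was at its highest, -0.20, and the mean change over the arrays was -0.31 (95% interval -0.56 to -0.0543; -0.43, -0.81 to -0.0473, with all 6), and no other array stood out, since the mean change stayed at -0.48 without vehicle 2, -0.50 without vehicle 3, and -0.49, -0.38 and -0.42 without telmisartan 1, 2 and 3; without vehicle 2 or any 1 telmisartan array the interval is wider and holds 0 (upper ends up to 0.15), so these are not excluded, but no value points to them. Tissue handling time may also account for part of this and cannot be told apart from an effect of telmisartan: the mean change of the immediate-early list was -0.19 with an interval over the arrays of -0.40 to 0.02, which holds 0 and also clear falls, and the splits are too few (absolute heat shock median 0.3604, highest other 0.232, 1 of 10 splits as large).

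PPARα target genes of fatty acid oxidation were lower, with 0 higher and 9 lower of 45 with limma (0 when adjusted over the list alone), a median of -0.20 and a camera adjusted p = 4.35e-09 (adjusted p = 0.350 with an estimated correlation), but the methods' t-test called 1 of the 45 lower (Fisher's exact test for the overlap with the lower genes, adjusted p = 0.869, against adjusted p = 0.000163 with limma). Pdk4, a kinase that limits glucose oxidation, gave -1.65 and Acot2 -1.49, both not called by the methods' t-test (p of 0.0742 and 0.0527), and the lower genes with limma were 16 without vehicle 1, 14 without telmisartan 1, 5 without vehicle 2, 4 without vehicle 3, and 3 without telmisartan 2 or 3. A shift that depends on intensity is argued against by a median of -0.18 after cyclic loess. The range of 1 standard error over the genes, not over mice, was -0.21 to -0.15. The mean deviation of the list's genes from their mean over all 6 arrays was -0.0626, 0.24 and 0.25 on vehicle 1, 2 and 3. It was 0.0135, -0.24 and -0.21 on telmisartan 1, 2 and 3, so vehicle 1 and telmisartan 1 did not share the fall. No array stood out as the source, since the mean change over the arrays was -0.29 with all 6 (95% interval -0.65 to 0.0732) and stayed at -0.39 to -0.24 without any 1 array, at its highest without vehicle 3 (-0.72 to 0.25), but none is excluded: the median, at most -0.15 (without vehicle 2), met the bound set beforehand, yet that bound was held against a spread over genes that move together (estimated correlation 0.294), and the intervals over the arrays, apart from that without vehicle 1, hold 0. A different fasting state at death may also be the source and cannot be told apart from an effect of telmisartan. The genes of the glucocorticoid and fasting list outside the PPARα list had a mean change of 0.25 with an interval of -0.40 to 0.90. These genes include those of the glucocorticoid response, so they do not measure fasting alone. The splits are too few as well (absolute median 0.198, highest other 0.183, 1 of 10 splits as large).

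Of 37 NRF2 and oxidative stress genes, 7 were lower and 1 was higher (0 when adjusted over the list alone; 5 lower with the methods' t-test), with a median of -0.23 and a camera adjusted p = 8.37e-07 (adjusted p = 0.350 with an estimated correlation), and the lower genes were 11 without vehicle 1, 13 without telmisartan 1 and 4 without telmisartan 3. Of 24 hepatic stellate cell markers, 5 were lower and 0 higher (0 when adjusted over the list alone; 2 lower with the methods' t-test), with a median of -0.19 and a camera adjusted p = 3.59e-05 (adjusted p = 0.350 with an estimated correlation), and the lower genes were 10 without vehicle 1 (median -0.30), 8 without telmisartan 1 and 3 without vehicle 2, vehicle 3 or telmisartan 2. Of 34 genes of the unfolded protein response, 3 were lower and 0 higher (0 when adjusted over the list alone; 2 lower with the methods' t-test), with a median of -0.18 and a camera adjusted p = 0.000146 (adjusted p = 0.417 with an estimated correlation), lost without vehicle 1 (0.253), where the median was -0.0361 (-0.29 without telmisartan 2), and the lower genes were 5 without vehicle 1 and 1 without vehicle 3 or telmisartan 3.

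Of 34 Kupffer cell and macrophage markers, 6 were lower and 0 higher (0 when adjusted over the list alone; 3 lower with the methods' t-test), with a median of -0.19 and a camera adjusted p = 0.000146 (adjusted p = 0.551 with an estimated correlation), lost without vehicle 3 (0.171), where the median was -0.0649 (-0.31 without vehicle 1), and the lower genes were 15 without vehicle 1, 3 without vehicle 2, 1 without vehicle 3 and 2 without telmisartan 3. Of 19 markers of lipid-associated macrophages, 4 were lower and 0 higher (0 when adjusted over the list alone; 2 lower with the methods' t-test), with a median of -0.19 and a camera adjusted p = 0.000562 (adjusted p = 0.358 with an estimated correlation), lost without vehicle 3 (0.0645), where the median was -0.0850 (-0.27 without vehicle 1), and the lower genes were 8 without vehicle 1 and 2 without vehicle 3 or telmisartan 3. The median of the PPARγ target and lipid droplet genes was -0.16, with a camera adjusted p = 0.000697 (adjusted p = 0.373 with an estimated correlation), lost without vehicle 3 (0.129), where the median was -0.0708 (-0.27 without vehicle 1).

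Of 23 markers of foetal liver and hepatocellular carcinoma, 3 were lower and 1 was higher. Adjusted over the list alone 2 were lower, and with the methods' t-test 3. The median was -0.11 (-0.18 without vehicle 2), with a camera adjusted p = 0.0249 (adjusted p = 0.350 with an estimated correlation). This call was lost without vehicle 3 (0.171, median -0.15) or telmisartan 3 (0.142, median -0.11). It was also lost without the study's gene Mest (0.0987) and with the filter on dim probe sets (0.0998). The lower genes were 7 without vehicle 1. Of 30 type I interferon genes, 4 were higher and 1 was lower (0 when adjusted over the list alone; 1 higher with the methods' t-test), with a median of 0.12 and a camera adjusted p = 0.0249 (adjusted p = 0.534 with an estimated correlation), lost without vehicle 2 (0.0925, median 0.14), telmisartan 1 (0.443, median 0.0581) or telmisartan 3 (0.0649, median 0.12), and the higher genes were 2 without vehicle 3 and 1 without vehicle 2, telmisartan 1 or telmisartan 3.

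Among single genes, the log2 fold changes of Hamp, Bcl6 and Zbtb16 were 2.87, 1.63 and 1.61, and that of Marco was -1.35.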

How the results depend on the processing

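The tests with cyclic loess, and those that pair the methods' t-test with the filter on dim probe sets or with a 1.5-fold threshold, were chosen only after the result was seen. All other settings were fixed beforehand. Where a result changed, the cause was not tested, apart from the settings that test fewer probe sets or arrays or set a stricter fold.

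Against the 1512 probe sets called with limma (709 higher, 803 lower), the methods' t-test called 735 (339 higher, 396 lower), all of which limma called, the t-test on linear values 723 (336 and 387), Welch's test 513 (248 and 265) and a fold of 1.5 179 (69 and 110). The filter on dim probe sets gave 930 of 11547 (347 higher), the methods' t-test with this filter 464 (173 and 291) and with a fold of 1.5 78 (23 and 55). All probe sets of the file gave 2034, with 1067 higher. Cyclic loess gave 1507, quantile normalization 1514, median centring 1527, trend and robust eBayes 1523 and array weights 1778, of which 1354, 1336, 1368, 1451 and 1305 were shared with the main calls. Leaving out 1 array gave 1245 to 1783, the highest without vehicle 1, the array that stood apart. The balance of directions moved too, with 582 higher and 945 lower after median centring. More were higher than lower without vehicle 3 (689 and 656) and without telmisartan 2 (700 and 602). At an adjusted p under 0.05, trend and robust eBayes and quantile normalization each called 1 probe set, Zbtb16 (adjusted p = 0.0302 and adjusted p = 0.0454), and limma in the other settings called 0, with 1617 at an unadjusted p under 0.05 in the main setting. The share of probe sets past 1.2-fold was 15.4% with the filter on dim probe sets and 15.2% to 18.7% without 1 array, and 0.961% and 0.117% are past 1.5-fold and 2-fold.

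With the replicate number as a block, a pairing that the paper does not state, 1556 probe sets were called, of which 1258 were shared, 17 lists and 33 Reactome pathways passed, and the bile acid list passed as well (adjusted p = 0.0231). The deviations of arrays with the same number correlated by 0.0415, -0.0247 and 0.0366, and not every array correlated best with its own number, so nothing shows that the numbers pair the mice.

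Of the gene log2 fold changes that limma called, 117, the methods' t-test called 68. The Agtr1a log2 fold change was 0.0131 with quantile normalization and 0.00841 with cyclic loess, and the Bcl10 log2 fold change was -0.0495 with array weights. Without 1 array, the log2 fold changes that turned sign ranged from -0.10 to 0.25 for Ace, -0.20 to 0.0865 for Agtr1a, -0.0780 to 0.0747 for Agtr1b, -0.0434 to 0.11 for Bcl10, -0.44 to 0.000612 for Ccl2, -0.14 to 0.0750 for Cpt1a, -0.0868 to 0.0937 for Foxp3, -0.10 to 0.51 for Nr1d1 and -0.10 to 0.0383 for Ppara, none of which passed the thresholds with all arrays.

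Of the 16 lists that passed with camera, 0 did with an estimated correlation and 1, the qRT-PCR genes, with fry. The MHC class II list gave adjusted p = 0.350 with an estimated correlation, 0.224 with fry and 0.00421 to 0.130 without 1 array, and the extracellular matrix list 0.350 and 0.255. The bile acid list passed with the filter on dim probe sets (0.0265) and cyclic loess (0.0319) and the renin-angiotensin list with this filter (0.0265). Without 1 array the NF-kB list ranged from 0.0385 to 0.258. The MHC class I and interferon-gamma list ranged from 0.286 to 0.928. This list turned up without vehicle 3 (0.675) and without the study's genes (0.774). The sign of the glucose and insulin list turned with fry (0.933), and that of the circadian list with fry (0.980), the filter on dim probe sets (0.824) and cyclic loess (0.755), as did that of the erythroid list with the filter (0.882). For each of the following lists the camera direction turned without at least 1 array. Without 1 array the adjusted p ranged from 0.519 to 0.9496 for the glucose and insulin list and 0.109 to 0.9496 for circadian. It was 0.216 to 0.945 for erythroid, 0.0475 to 0.992 for neutrophil, 0.421 to 0.882 for cholangiocyte and 0.533 to 0.987 for hepatocyte genes. It was 2.04e-04 to 0.992 for cholesterol and 0.0816 to 0.783 for glucocorticoid and fasting genes. For acute phase genes it was 9.15e-05 to 0.992 and for cytochrome P450 genes 0.379 to 0.897. Lists overlapping the lower genes were 8 with the methods' t-test and 7 to 18 without 1 array, the lowest without vehicle 3. No Reactome pathway passed with an estimated correlation (0 of 700). The arrays out of place at 2 groups were 1 with probe-centred values and 1 to 2 without 1 array.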

Differences from the paper's values

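The tests that pair the methods' t-test with the filter on dim probe sets or with a fold of 1.5, and cyclic loess, were chosen only after the result was seen. At the thresholds that the paper states, limma called 1512 probe sets, 709 higher and 803 lower, where the paper's counts of differentially expressed genes are 69, 21 and 48. None of the alternatives set before the data were examined came within 1.5 times of the paper's counts; the methods' t-test gave 735, 339 and 396, and the nearest, a fold of 1.5, gave 179, 69 and 110. The methods' t-test with a fold of at least 1.5, a pair chosen after seeing the values, gave 78, 23 and 55, and it drops 5 of the 24 genes that the paper shows as called. All 24 were lower with limma and with the methods' t-test at the stated thresholds.

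The paper states that the groups formed distinct clusters. Its text names no linkage, so its clustering could not be repeated exactly. With average linkage, which was chosen here, 2 arrays were out of place at 2 groups. The 3 telmisartan arrays joined each other first with complete linkage, Ward linkage, the filter on dim probe sets, the 1000 probe sets of the highest variance and linear values, and vehicle 1 stood apart in each of these.

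The paper states that the interferon-gamma response was lower. Of the list of MHC class I and interferon-gamma genes written beforehand, which is not the paper's gene set, 3 of 34 were lower (one-sided Fisher's exact test for the overlap, adjusted p = 0.203; with the methods' t-test 2 of 34, adjusted p = 0.266), and as a whole it had an adjusted p = 0.659 with camera (0.286 to 0.928 without 1 array), while Icam1 and Lcp2, which the paper names, were lower, with log2 fold changes of -0.67 and -0.53. The paper states that PPARγ was not found among the genes that telmisartan regulates, which it drew from gene set enrichment and the Connectivity Map. With the methods' t-test Pparg was not called, so by the test that the paper names there is no difference. With limma its log2 fold change of -0.36 passed the thresholds. That call was lost without vehicle 2, vehicle 3, telmisartan 1 or telmisartan 2 (p up to 0.0920).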

Other observations

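The tests of other splits for the counts of probe sets and of gene lists were chosen only after the result was seen. Tgfb1, which encodes a fibrogenic cytokine, had a log2 fold change of -0.47 on the arrays (standard error 0.18), a call that was lost without vehicle 2, vehicle 3 or telmisartan 3 (p up to 0.104). Its mean linear level with telmisartan was 0.716 relative to vehicle. By qRT-PCR, in more mice of the same groups, the paper gives 0.72 ± 0.19 for Tgfb. Of the renin-angiotensin genes, 2 of 21 were lower and 0 higher (0 when adjusted over the list alone, camera adjusted p = 0.110; 0.0265 with the filter on dim probe sets), with 1 lower without vehicle 2, vehicle 3 or telmisartan 2 and 0 without telmisartan 3, and Agtr1a, the main angiotensin II receptor of the liver, gave -0.01. Of 28 bile acid genes, 2 were higher and 0 lower (0 when adjusted over the list alone, camera adjusted p = 0.0994; 0.0386 without vehicle 1, 0.0265 with the filter on dim probe sets, and 0.0319 with 3 higher after cyclic loess, chosen after seeing the data), with 1 higher without vehicle 3 and 0 without telmisartan 3. Of 28 acute phase genes, 2 were higher and 2 lower (1 higher when adjusted over the list alone, camera adjusted p = 0.309; 0.0181 without vehicle 1 and 9.15e-05 without telmisartan 2). The lower acute phase genes were 7 without telmisartan 2 and 1 without vehicle 2 or telmisartan 3, and 1 was higher without any 1 vehicle array, with Saa3, a serum amyloid, at -0.69. Of 27 genes of de novo lipogenesis, 2 were higher and 3 lower (0 when adjusted over the list alone, camera adjusted p = 0.3595; 1 lower without vehicle 3, and 1 lower and 1 higher without telmisartan 2), with Elovl6, a fatty acid elongase, at -0.60. Of 49 cell cycle genes, 3 were higher and 4 lower (0 when adjusted over the list alone, camera adjusted p = 0.298; 2 lower without vehicle 3, and 1 lower and 1 higher without telmisartan 2), with E2f8, a repressor of the cell cycle, at -0.83. With the methods' t-test, 1 renin-angiotensin gene was lower, 1 bile acid gene was higher, 1 acute phase gene was higher and 1 lower, 2 lipogenesis genes were lower, and 2 cell cycle genes were higher and 1 lower.

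Further lists did not pass camera. The adjusted p was 0.121 for the targets of the study's Connectivity Map compounds, which are not independent evidence (0.0191 without vehicle 1), 0.172 for white adipose (0.0139 without vehicle 1), 0.175 for pancreas acinar, 0.309 for neutrophil (0.0475 without vehicle 1), 0.309 for lymphocyte, 0.309 for glucocorticoid and fasting, 0.463 for skeletal muscle and 0.509 for PPAR and coregulator genes. It was 0.422 for cholesterol synthesis (0.0356 without vehicle 2 and 2.04e-04 without telmisartan 2), 0.636 for erythroid, 0.716 for cholangiocyte, 0.716 for hepatocyte, 0.808 for glucose and insulin and 0.994 for circadian genes. The hepatocyte list had a median of -0.01 and a test that pointed up, and the glucose and insulin list a median of 0.05 and a mean of -0.03. The qRT-PCR list, chosen by the study, had a camera adjusted p = 8.39e-13 and an adjusted p = 0.0570 with an estimated correlation.

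Of 700 Reactome pathways, 41 were lower and 3 higher with camera, and 0 passed with an estimated correlation (lowest adjusted p = 0.503). Signaling by VEGF (86 genes, median -0.11, adjusted p = 0.000225) and phagocytosis through Fcγ receptors (60 genes, median -0.12, adjusted p = 0.000225) were lower, and respiratory electron transport (69 genes, median 0.06, adjusted p = 0.0216) was higher.

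The 10 splits of the arrays into 3 and 3 are too few for a share under 0.05. The real split gave 0 probe sets at an adjusted p under 0.05 and the others at most 0 (10 splits as large). At the thresholds of the study it gave 1512 and the highest other 1356 (1 split as large). For lists the counts were 16 and 16 (2 splits), and for Reactome pathways 44 and 38 (1 split). For overlaps with lower genes they were 13 and at most 2. The latter was 11 when the larger count of the lower and higher direction of each split is taken (1 split). For overlaps with higher genes they were 0 and 11 (10 splits). The lists include the qRT-PCR genes, which the study chose on the real split, and other lists hold genes that it named. This favours the real split in the counts of lists and of overlaps with lower genes.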
